# Resistant Potato Starch Alters the Cecal Microbiome and Gene Expression in Mice Fed a Western Diet Based on NHANES Data

**DOI:** 10.3389/fnut.2022.782667

**Published:** 2022-03-22

**Authors:** Allen D. Smith, Celine Chen, Lumei Cheung, Robert Ward, Korry J. Hintze, Harry D. Dawson

**Keywords:** resistant potato starch, microbiota (16S), cecum, colon, gene expression

## Abstract

Several studies indicate that the four major types of resistant starch (RS1-4) are fermented in the cecum and colon to produce short-chain fatty acids (SCFAs) and can alter the microbiome and host physiology. However, nearly all these studies were conducted in rodents fed with a diet that does not approximate what is typically consumed by humans. To address this, mice were fed a Total Western Diet (TWD) based on National Health and Nutrition Examination Survey (NHANES) data that mimics the macro and micronutrient composition of a typical American diet for 6 weeks and then supplemented with 0, 2, 5, or 10% of the RS2, resistant potato starch (RPS), for an additional 3 weeks. The cecal microbiome was analyzed by 16S sequencing. The alpha-diversity of the microbiome decreased with increasing consumption of RPS while a beta-diversity plot showed four discreet groupings based on the RPS level in the diet. The relative abundance of various genera was altered by feeding increasing levels of RPS. In particular, the genus *Lachnospiraceae NK4A136 group* was markedly increased. Cecal, proximal, and distal colon tissue mRNA abundance was analyzed by RNASeq. The cecal mRNA abundance principal component analysis showed clear segregation of the four dietary groups whose separation decreased in the proximal and distal colon. Differential expression of the genes was highest in the cecum, but substantially decreased in the proximal colon (PC) and distal colon (DC). Most differentially expressed genes were unique to each tissue with little overlap in between. The pattern of the observed gene expression suggests that RPS, likely through metabolic changes secondary to differences in microbial composition, appears to prime the host to respond to a range of pathogens, including viruses, bacteria, and parasites. In summary, consumption of dietary RPS led to significant changes to the microbiome and gene expression in the cecum and to a lesser extent in the proximal and distal colon.

## Introduction

Dietary fiber encompasses a broad variety of compounds including polysaccharides, oligosaccharides, lignin, and associated plant substances. Most plant-based foods contain multiple fiber components including cellulose, hemicellulose, pectin, dextrin, and resistant starch (RS). Approximately 15–20 g/day of RS is recommended as part of the diet, but most people eating a Western diet fail to achieve this level (1), consuming 4.9 g/day on average (2). Four major types of RS (RS1-4) have been defined based on their physical and chemical properties (1). Type 2 RS (RS2) is characterized by a compact granular structure that limits the accessibility of digestive enzymes and includes foods like resistant potato starch (RPS), raw banana starch, and high-amylose starch (1).

Consumption of RS, including RS2, has been shown to alter the microbiome and is associated with changes in short-chain fatty acid (SCFA) levels in the cecum and colon of rodents (3–6), cats (7), dogs (8), pigs (9–11), and humans (12, 13). Many of the potential health benefits of dietary fibers and RS are attributed to SCFA production by microbial fermentation (14). Each type of fiber and RS has the potential to differentially alter microbial composition which, in turn, can affect the production of bacterial metabolites (15). Not all members of one RS type have the same biological effects due to differences in their fine structure that may favor certain bacteria strains over others (16, 17). RS2 has been shown to alter the microbiome in rodents (4, 6, 18), pigs (19–22), and humans (13, 23–25).

Several studies have looked at the effect of RS on mice fed a high-fat diet (HFD). The microbiome of mice fed a HFD containing the RS2, high-amylose-maize starch (HAMS), was altered compared to those fed with the HFD only with decreasing Firmicutes and increasing Bacteroidetes (26). Mice fed a HFD had reduced alpha diversity compared to mice fed with a low-fat diet or those fed a HFD containing 10% HAMS or Fibersym RW (RS4) that also separated into four distinct groups in a principal component analysis (PCA) of β-diversity (27). Barouei et al. also observed changes to both alpha and beta diversity in mice fed with an HFD with 20% HAMS compared to mice fed with only the HFD (28). They also noted an increase in Bacteroidetes, a decrease in Firmicutes, and specific changes to the gene expression of pattern recognition receptors in both the ileum and the cecum due to RS2 feeding. The HFD used in these studies, however, does not resemble a typical Western diet. The percent of calories from fat was 45%, with lard being the major fat source and 8–19% sucrose by weight. The diets used in these studies do not reflect the type of diet consumed by many Americans (Western diet) which is low in certain micronutrients and contains fat from multiple sources, including highly saturated fat. In addition, these diets often lack a fermentable dietary substrate (29). Therefore, it is unclear if the observed changes would occur with a diet that more accurately reflected a typical American diet.

To address this question, we conducted studies using a rodent Total Western Diet (TWD) formulated using the 50th percentile daily intake levels for macro and micronutrients from the National Health and Nutrition Examination Survey (NHANES) which has fewer calories from protein and carbohydrates, double the fat including more saturated and monounsaturated fats, less polyunsaturated fat, and fewer complex carbohydrates, and two times the level of simple sugars compared to the AIN-93 G diet (30) that was supplemented with different levels of RPS. The TWD has been compared to the AIN-76A or AIN-93 diet in several studies. The TWD did not induce metabolic syndrome in mice (31). However, the abundance of aberrant crypt foci (ACF) in azoxymethane-initiated mice was nearly three times greater in mice fed with TWD compared to AIN-93G (32). Furthermore, consumption of green tea extract suppressed ACF development only in mice fed with the TWD. In addition, mice fed with the TWD developed more severe and prolonged dextran sulfate sodium (DSS)-induced colitis compared to AIN93G fed mice, ultimately leading to increased colon tumorigenesis (33). An additional study showed that walnut consumption, in the context of a TWD, mitigated (2.3-fold) azoxymethane-induced tumor production in mice, and the AIN-76A diet (1.3-fold) had less of an effect despite having a slightly larger amount of walnuts (34). Here, we show that feeding mice with the RPS-supplemented TWD led to dose-dependent changes in tissue morphology, the cecal microbiome, and gene expression in the cecum, proximal colon (PC), and distal colon (DC).

## Materials and Methods

### Animals and Diet

C57BL/6 mice were originally purchased from Charles River (Frederick, MD) and bred in-house. Mice were housed in ventilated filter-top cages at the United States Department of Agriculture-Beltville Human Nutrition Research Center (USDA BHNRC) animal facility under 12-h light/dark cycle. Timed breedings were set up and offspring were weaned at 3–4 weeks of age. Breeding pairs were fed rodent chow (Teklad 2020X, Frederick, MD). After weaning, mice were placed on the TWD (Supplementary Table 1, Envigo, Madison, WI) (30). After feeding mice with the TWD for 6 weeks, mice were divided into four dietary treatment groups: (1) TWD, (2) TWD supplemented with 2% w/w RPS (Ingredion, Westchester, IL), (3) TWD supplemented with 5% w/w RPS, or (4) TWD supplemented with 10% w/w RPS for an additional 3 weeks. Typically, potato starch is 50–70% RS2. In this study, the RPS levels chosen are approximately equivalent to a human consuming between 5 and 30 g (maximum range) of RS/day based on the nutrient density calculations used in formulating the TWD (energy density 4.4 kcal/g) (30), the NHANES 50th percentile caloric intake of 2,070 kcal/day, and potato starch typically containing 50–70% RS2. Body weights and food consumption were recorded weekly. All experiments were approved by the USDA-Agricultural Research Service (ARS) Beltsville Institutional Care and Use Committee.

### Sample Collection and Processing

Fecal samples, collected during the last 5 days, were flash-frozen and stored at −80°C. After 21 days on the four dietary treatments, mice were then euthanized. The colon and cecum were removed, a 1-cm segment of PC, 0.5 cm distal from the cecum was taken for RNA isolation before the terminal 6 cm of the colon was excised for fecal pellets to be removed and weighed. A section of the colon 0.5 cm from the anal terminus was taken for RNA isolation. The cecum was weighed. The cecal contents were then collected and sections of the cecum were taken for RNA isolation. Fecal pellets were weighed and homogenized in five volumes of water, centrifuged to removed debris, and the pH of the supernatant measured.

### Short-Chain Fatty Acid Analysis

Cecal contents were weighed and processed for SCFA analysis according to the method of Ward et al. with slight modifications (35). Distilled water and a metaphosphoric acid solution (250 g/L) containing 1 g/L of ethylbutyric acid as an internal standard were added according to the ratio of 1:9:2 (sample:water:acid/internal standard). Tubes were vortexed for 5 min and then centrifuged at 10,000 × *g* for 10 min. Approximately 200 ul of the supernatant was transferred to an insert in a gas chromatography vial.

An eight-point calibration was performed with a mix of six acids. Acetic, propionic, and butyric acids were present from 10 to 0.08 mM, and isobutyric, isovaleric, and valeric acids were present from 5 to 0.04 mM. To prepare the standards, 1 ml of each dilution was mixed with 0.2 ml of the metaphosphoric/ethylbutyric acid solution. Samples were analyzed by gas chromatography on a Shimadzu GC2010 equipped with a ZB-FFAP column (30 m × 0.52 mm ID × 1.0 μm film thickness; Phenomenex, Torrance, CA) and a flame ionization detector. The injector was maintained at 200°C, and 1 μl was injected at a split ratio of 5:1. The initial column temperature was 60°C and was held for 1 min. The column was heated at an increasing temperature of 17°C/min to 260°C and held for 8 min. Peaks were identified according to the retention time of individually run acids. For both external standards and the samples, raw peak areas were normalized to the ethylbutyric acid area. Peak area ratios were converted to concentration using regression equations for each acid. The overall concentration of acid in the sample was determined by multiplying the volume of water added by the concentration derived from the regression equation and dividing by the sample mass.

### 16S Sequencing of Cecal Contents

Deoxyribonucleic acid (DNA) was isolated from cecal contents using a *Quick*-DNA Fecal/Soil Microbe Microprep Kit (Zymo, Irvine, CA) following the manufacturer's instructions. The resulting samples were then further purified using the DNA Clean and Concentration kit (Zymo, Irvine, CA). The DNA concentration of the samples was determined using a Quant-it PicoGreen dsDNA kit (Invitrogen, Waltham, MA). DNA was submitted to the Michigan State University Research Technology Support Facility (RTSF) Genomics Core for targeted amplicon library preparation and sequencing. The V3-V4 hypervariable regions of the 16S rRNA gene were essentially amplified using the indexed Illumina compatible primers 341f/806r as described (36), except that the V3 flanking primer 341f was substituted for the V4 primer 515f as described in the paper. The pooled libraries were loaded into an Illumina MiSeq v2 500 cycle reagent cartridge. Custom sequencing and index primers complementary to the 341f/806r target-specific sequences were added to appropriate wells as previously described (36). The FASTQ files with raw data were submitted to the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) under the accession numbers PRJNA757013.

The 16S rRNA tag data curation and processing were performed using the CLC Microbial Genomics Module (QIAGEN Bioinformatics, Redwood City CA) following its standard Operational Taxonomic Unit (OTU) clustering workflow. Briefly, paired reads were first merged into contigs, followed by removal of the adapters, nucleotides below Q30, and reads containing more than two ambiguous nucleotides or shorter than five. Samples were then filtered by minimum reads of 100 or the minimum 50% from the median times the median number of reads across all samples. These processed contigs were subsequently aligned to the SILVA SSU database from release v138.1 (37). Chimeras were detected with k-mer search and removed from further processing and analysis. Sequences were then clustered into OTUs at 97% similarity. To estimate the alpha and beta diversity, OTUs were aligned with the MUSCLE tool (38) to reconstruct the phylogenetic tree by a Maximum Likelihood approach. The permutational multivariate ANOVA (PERMANOVA) (39) was performed to measure the effect size and significance of beta diversity. OTU count abundance was further collapsed into different taxon levels by the JMP Genomics (SAS, Cary, NC). Successively, PCA and hierarchical clustering were performed with the OTU or taxon-specific abundance profiles to examine the changes induced by the RPS treatments. Data distribution induced by the RPS treatments was visualized by PCA in JMP Genomics 10 with default settings. Additionally, the abundance profiles were subjected to linear discriminant analysis effect size [LEfSe (40), an analysis to identify RPS-specific biomarkers at multiple taxonomical levels]. The differential expression analysis for all taxa and OTUs was performed with the Bioconductor package DEseq2 (41) (version 3.14; run on RStudio, version 4.0.3, Boston, MA).

### RNASeq Analysis of Cecum, Proximal, and Distal Colon Tissue

RNA from the cecum, PC, and DC were isolated using the Tri-Reagent (Zymo, Irvine, CA) and the Purelink RNA kits (Invitrogen, Carlsbad, CA) and further purified using the RNA Clean and Concentrate columns (Zymo, Irvine, CA). RNA was submitted to the Michigan State University RTSF Genomics Core facility for sequencing. Libraries were prepared using the Illumina TruSeq Stranded mRNA Prep kit with Integrated DNA Technologies (IDTs) for Illumina TruSeq RNA Unique Dual (UD) Indexes following the manufacturer's recommendations. Sequencing of the cDNA Libraries was performed using the Illumina HiSeq 4,000 single-read flow cell in a 1 × 50 bp single-end format using the HiSeq 4,000 sodium bisulfate (SBS) reagents. The FASTQ files with raw data and the gene expression profiles were submitted to the NCBI Gene Expression Omnibus (GEO) under the accession numbers GSE182458.

The resulting sequences were processed to determine the gene expression levels as follows.

Nucleotides below Q30 or reads containing more than two ambiguous nucleotides were removed before sequence alignments performed by the CLC Genomics Workbench version 20.01 (QIAGEN Bioinformatics, Redwood City CA). To calculate the gene expression in the count, reads were mapped to the Mus musculus genome assembly GRCm39. Transcriptomes built from the alignment results were subjected to differential expression analysis. The statistical analyses were carried out with DEseq2. Genes were considered differentially expressed with the thresholds of a false discovery rate (FDR) ≤.05 and an absolute fold change ≥ 1.5. We functionally annotated the differentially expressed genes using our Porcine Translational Research Database (42) as previously described (43). The database serves to translate data found in rodents or pigs to humans. We also assigned cell specificity to differentially expressed genes using the database. Venn analysis was conducted using the online tool Venny 2.1 (https://bioinfogp.cnb.csic.es/tools/venny/).

## Results

### Effect of RPS on Short-Chain Fatty Acid Production, Tissue Weights, and Fecal pH

At weaning the mice were placed on the TWD for six weeks prior to switching to the RPS-containing diets to allow sufficient time for the effects of feeding the TWD on metabolism, growth rate and microbiome changes induced by weaning to stabilize (44). Subsets of mice were then fed with the TWD containing 0, 2, 5, or 10% RPS for an additional 3 weeks before being euthanized to collect tissues for analysis. Feeding different levels of resistant starch diets for 3 weeks had no effect on weight gain or feed consumption (Supplementary Figure 1A and data not shown). It has been reported that feeding RPS to mice can result in an increase in colon and cecum weight (45, 46). We found that % colon/BW ratio increased with RPS consumption (Supplementary Figure 1C). Similarly, the %cecum/BW ratio increased with increasing levels of dietary RPS (Supplementary Figure 1B). Fermentation of resistant starches has been shown to increase the production of SCFAs (3–6). To verify that increased fermentation of RPS was occurring in the context of a TWD, we measured the SCFA levels in cecal contents of TWD and TWD/RPS-fed mice. Total SCFA levels and levels of acetate and propionate were not altered by the RPS diets (Figures 1A,B,F). The butyric acid levels, however, increased with increasing dietary RPS, but only achieved significance in mice fed with the 10% RPS diet (Figure 1C). The levels of isobutyric and isovaleric acid decreased (Figures 1D,E), and we found that fecal pH decreased with increasing dietary RPS (Supplementary Figure 2).

**Figure 1:**
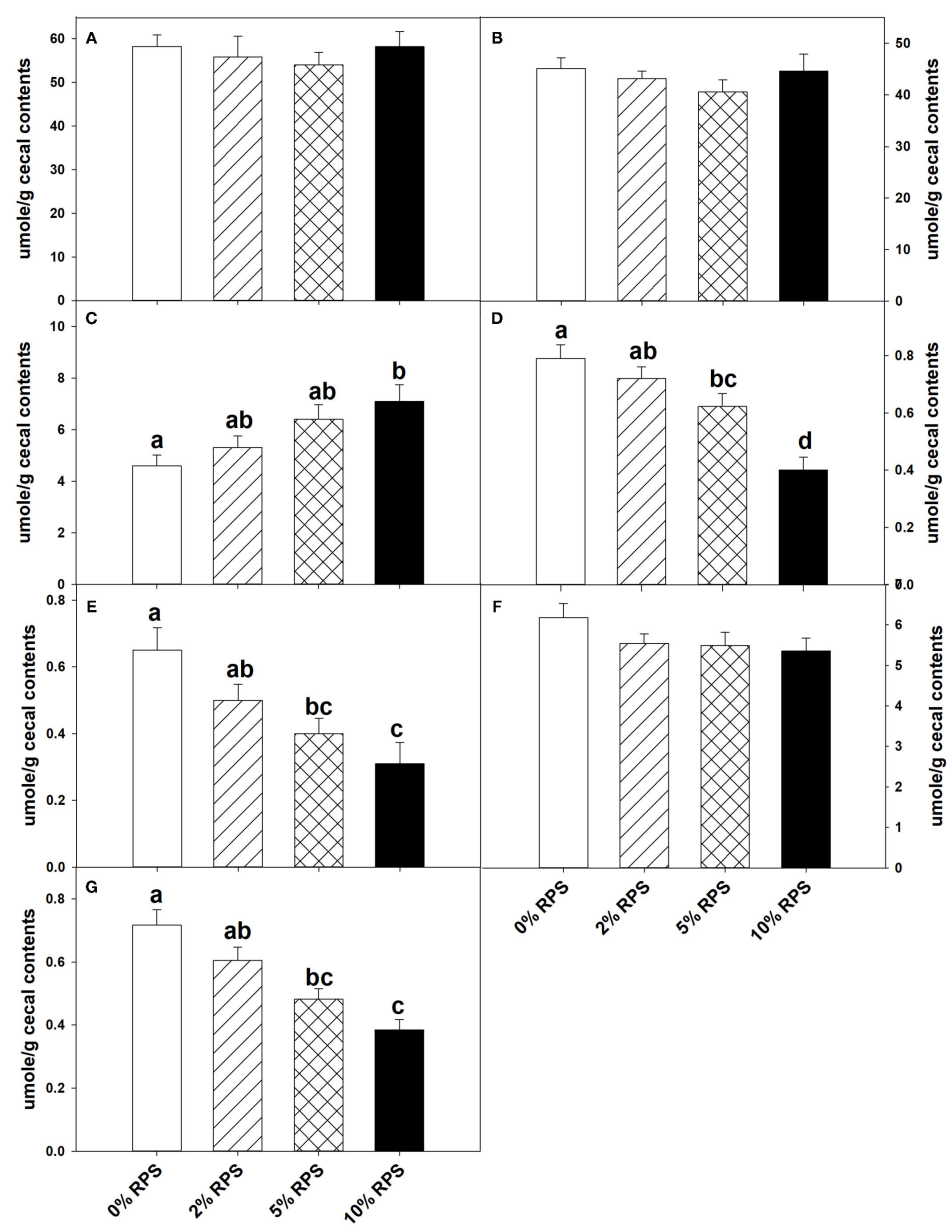
Feeding mice resistant potato starch (RPS) alters cecal short-chain fatty acid (SCFA) production. Mice were fed the basal Total Western Diet (TWD) for 6 weeks. Subsets of mice continued to receive the TWD or were fed the TWD plus 2, 5, or 10% RPS for an additional 3 weeks before the cecal contents were collected for short-chain fatty acids (SCFA) analysis as described in the material and methods section. Data is from two replicate experiments and are expressed as Mean ± SEM, *n* = 14–18 mice/group. **(A)** Total SCFA, **(B)** Acetic acid, **(C)** Butyric acid, **(D)** Isobutyric acid, **(E)** Isovaleric acid, **(F)** Propionic acid, and **(G)** Valeric acid. Groups with different letters are significantly different, *p* < 0.05, by ANOVA (Holm-Sidak).

### Effect of RPS on the Microbiome Diversity and Composition

Consumption of different fibers and resistant starches can differentially alter the microbiome (12, 47). To see how consumption of RPS affected the microbiome in the context of a TWD, we performed 16S sequencing on cecal contents from male mice fed with the TWD or TWD/RPS diets. Microbiome diversity was measured using the Simpson Index of Diversity, the Shannon Diversity Index, the Chao-1 biased index, and the Pielou Evenness Index which measure the different aspects of diversity including diversity, abundance, and evenness of species between dietary groups (Figure 2). All four indices showed a similar trend, with higher levels of RPS resulting in decreased species diversity, abundance, and evenness, indicating that consumption of RPS significantly affected the microbiome. B-diversity was significantly altered in an RPS-dependent manner with clear separation of the different dietary RPS groups by a PCA and PERMANOVA analysis (0.5 UniFrac) (Figure 3). Furthermore, mice fed with the three RPS diets clustered closer together and away from mice fed with the basal TWD. Similar results were obtained for a PERMAOVA analysis using the Bray-Curtis and Jaccard methods (data not shown). At the phylum level, Actinobacteria significantly increased from 0.1% to ~1.1%, and for the two major phyla, Bacteroidetes and Firmicutes, there was a trend toward decreasing Bacteroidetes and increasing Firmicutes (data not shown).

**Figure 2:**
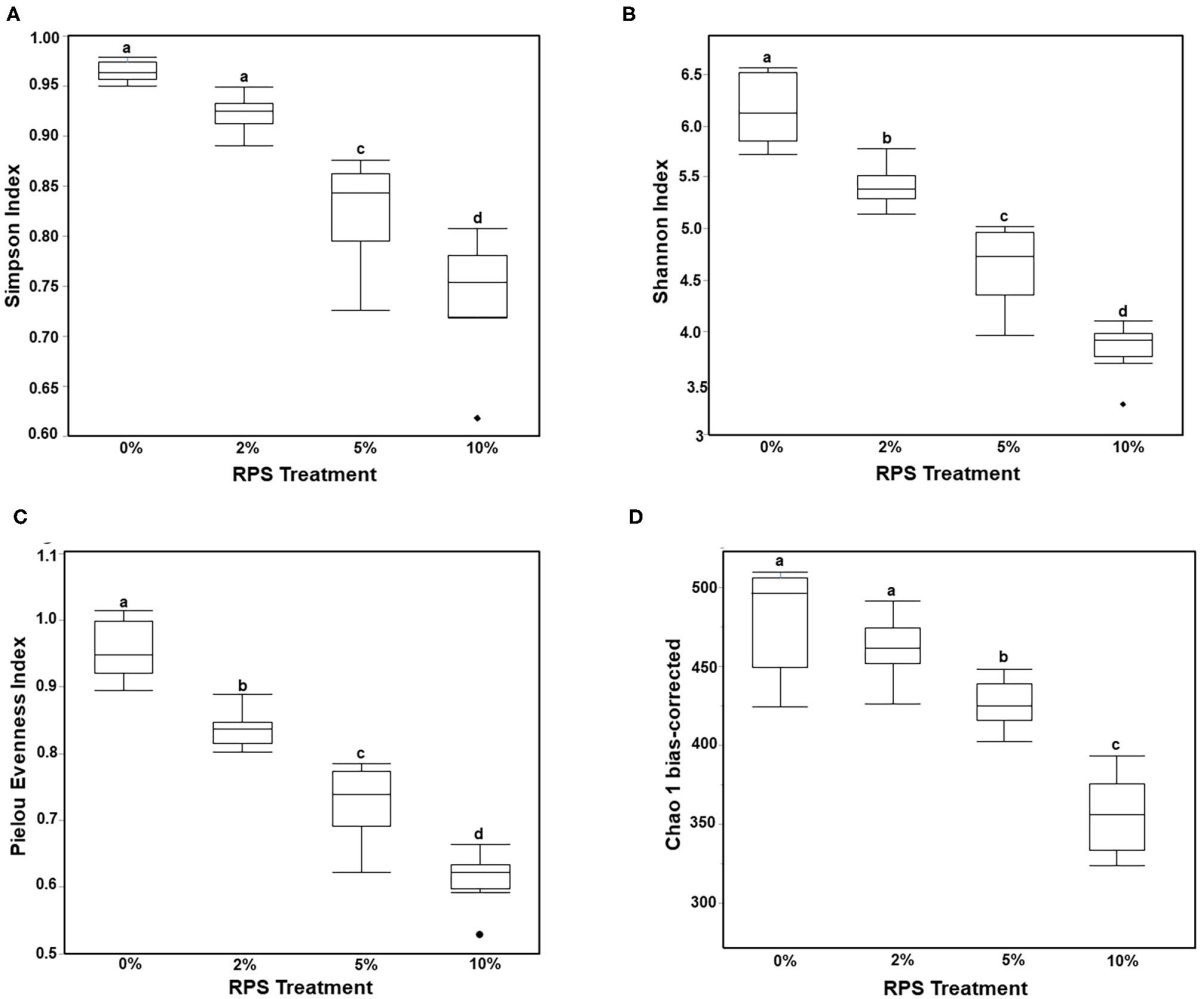
Feeding mice increasing levels of RPS leads to decreased microbiome diversity. The cecal microbiome of mice fed the TWD or TWD 2, 5, or 10% RPS was analyzed by 16S sequencing as described in the material and methods section. Simpson Index of Diversity **(A)**, Shannon Diversity Index **(B)**, the Pielou Evenness Index **(C)**, and the Chao-1 biased Index **(D)** plots were generated using the JMP Genomics program and analyzed by One-way ANOVA with Tukey-Kramer *post-hoc* analysis. Groups with different letters are significantly different, *p* < 0.05 *n* = 8–9 mice/group.

**Figure 3:**
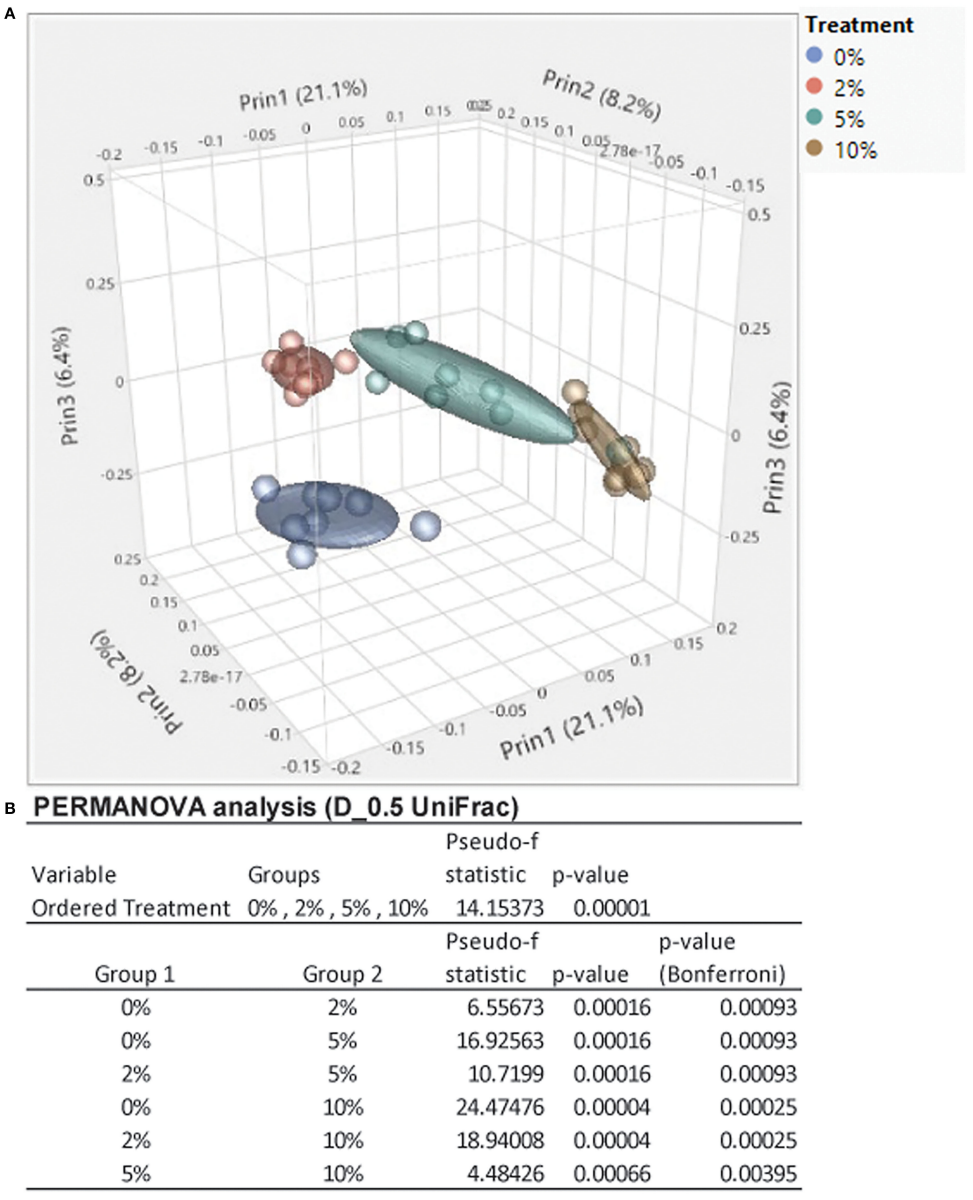
Feeding mice increasing levels of RPS leads to clear separation by diet in a principal component analysis (PCA) plot and permutational multivariate ANOVA (PERMANOVA) analysis. **(A)** A PCA plot was generated using JMP Genomics and shows distinct clustering of mice by dietary group with mice in the TWD cluster separated away from the three clusters of mice fed different levels of RPS. **(B)** Results of a 0.5 UniFrac PERMANOVA analysis performed using CLC Genomics. *n* = 8–9 mice/group.

The relative abundance of various families is shown in Figure 4A and Table 1. *Lachnospiraceae* was the dominant family, and its abundance increased with dietary RPS levels. The abundance of both *Rikenellaceae* and *Ruminococcaceae* decreased with increasing dietary RPS, as did *Clostridiaceae 1, Deferribacteraceae, Desulfovibrionaceae*, Family XIII, and *Lactobacillaceae*. Several families saw their abundance increase with increasing dietary RPS, including *Bacteroidaceae, Bifidobacteriaceae*, and *Erysipelotrichaceae*. Similar shifts were observed at the genus level (Figure 4B and Table 2). The abundance of *Lachnospiraceae NK4A136* group dramatically increased with increasing RPS in the diet, becoming the dominant genus at higher RPS levels occupying ~50% of the microbiome (Figure 5C and Table 2). Other genera that also increased in response to dietary RPS included *Bacteroides* and *Bifidobacterium* ambiguous taxa (Figures 5A,B). *Bifidobacterium* abundance increased significantly at the lowest level of RPS tested (2%) but did not increase further at higher RPS levels. This contrasts with the Bacteroides and *Lachnospiraceae NK4A136* groups which increased in abundance with increasing dietary RPS levels. As indicated by the decrease in alpha-diversity, many more genera decreased than increased in abundance in response to dietary RPS. These included *Alistripes, Bilophila, Balutia, Clostridium sensu stricto 1, GCA-900066575, Lachnoclostridium, Lactobacillus, Lactobacillus, Ambiguous taxa, Rikenellaceae RC9 gut group Ambiguous taxa, Roseburia, Ruminiclostridium 5* and *9, Ruminococcaceae UCG-014, Ruminococcaceae UCG-014 Ambiguous taxa*, and *Turicibacter* (Figures 5D–I and Table 2). Four genera, *Clostridium sensu stricto 1, Lactobacillus Ambiguous taxa, Ruminococcaceae UCG-014* A*mbiguous taxa*, and *Turicibacter* had their abundance fall to very low or undetectable levels.

**Figure 4:**
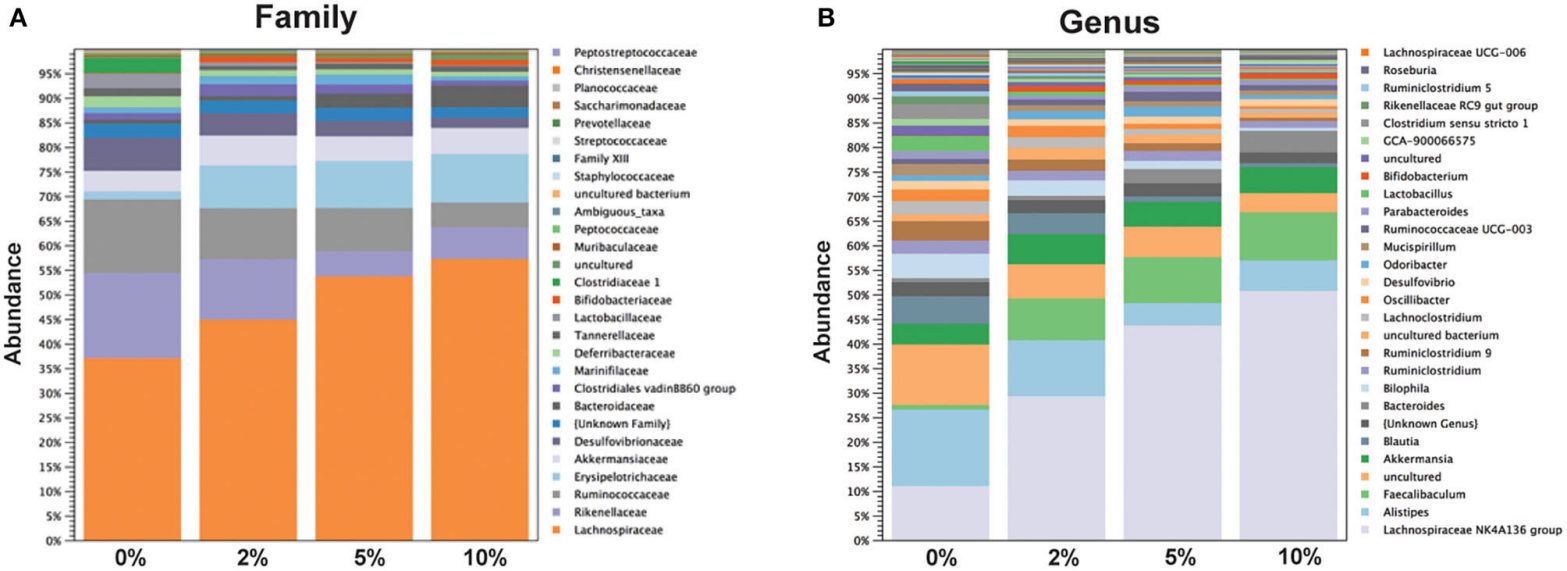
Feeding mice increasing levels of RPS led to alterations in relative abundance of taxa at both the family and genus level. Stack plots showing the relative abundance of taxa at the **(A)** family and **(B)** genus level. Stack plots were generated using CLC Genomics and relative abundance data, *n* = 8–9 mice/group.

**Table 1:** Differential expression of families with a relative abundance of at least 0.05% in microbiota isolated from mice fed different levels of dietary RPS.

	**Level of dietary RPS**							
	**0%**		**2%**		**5%**		**10%**	
	**Mean^1^**	**SEM**	**Mean**	**SEM**	**Mean**	**SEM**	**Mean**	**SEM**
Akkermansiaceae	4.25^a^	0.93	6.02^a^	1.15	5.16^a^	0.55	5.39^a^	0.58
Bacteroidaceae	0.82^a^	0.14	0.92^a^	0.12	2.98^b^	0.47	4.54^b^	0.37
Bifidobacteriaceae	0.09^a^	0.05	1.22^b^	0.35	0.89^b^	0.24	1.16^b^	0.14
Clostridiaceae 1	3.28^a^	1.04	0.09^b^	0.04	0.00^c^	0.00	0.00^c^	0.00
Clostridiales vadinBB60 group	1.47^a^	0.52	2.43^a^	0.25	1.89^a^	0.26	1.05^a^	0.17
Deferribacteraceae	2.36^a^	0.51	1.27^b^	0.17	1.10^b^	0.15	1.00^b^	0.18
Desulfovibrionaceae	6.66^a^	0.65	4.66^b^	0.39	3.20^bc^	0.30	2.03^c^	0.24
Erysipelotrichaceae	1.73^a^	0.67	8.83^b^	1.54	9.85^b^	1.38	10.16^b^	1.37
Family XIII	0.07^a^	0.01	0.03^b^	0.00	0.02^b^	0.00	0.01^c^	0.00
Lachnospiraceae	38.50^a^	1.79	46.66^ab^	2.84	55.15^bc^	1.67	58.64^c^	1.98
Lactobacillaceae	3.19^a^	1.03	0.80^b^	0.25	0.34^bc^	0.09	0.20^c^	0.06
Marinifilaceae	1.19^ac^	0.17	1.71^bc^	0.19	2.10^b^	0.28	0.85^a^	0.14
Muribaculaceae	0.42^a^	0.05	0.46^a^	0.04	0.41^a^	0.05	0.43^a^	0.05
Peptococcaceae	0.31^a^	0.04	0.29^a^	0.03	0.24^a^	0.02	0.24^a^	0.02
Rikenellaceae	17.62^a^	1.08	12.61^a^	0.51	5.43^b^	0.38	6.67^b^	0.85
Ruminococcaceae	15.52^a^	0.60	10.86^b^	0.55	9.20^b^	0.92	5.13^c^	0.23
Staphylococcaceae	0.07^a^	0.03	0.01^b^	0.00	0.03^ab^	0.01	0.04^a^	0.02
Tannerellaceae	1.68^a^	0.47	0.80^a^	0.13	1.21^a^	0.17	1.12^a^	0.39

1 *Values are the Mean ± SEM of normalized relative abundance values, n = 8–9*.

*Values with different letters are signficantly different, adjusted p < 0.05*.

**Table 2:** Differential expression of genera with a relative abundance of at least 0.05% in microbiota isolated from mice fed different levels of dietary RPS.

	**Level of dietary RPS**							
	**0%**		**2%**		**5%**		**10%**	
	**Mean^1^**	**SEM**	**Mean**	**SEM**	**Mean**	**SEM**	**Mean**	**SEM**
Acetatifactor, Ambiguous_taxa	0.08^ab^	0.02	0.08^a^	0.01	0.03^b^	0.01	0.01^b^	0.00
Akkermansia	4.25^a^	0.93	6.02^ab^	1.15	5.17^ab^	0.55	5.43^b^	0.59
Alistipes	14.4^a^	0.74	10.35^a^	0.48	3.74^b^	0.47	5.61^a^	0.80
Alistipes, Ambiguous_taxa"	1.39^a^	0.31	1.30^a^	0.21	1.01^a^	0.20	0.89^a^	0.16
Azospirillum sp. 47_25	0.19^a^	0.05	0.12^a^	0.01	0.31^b^	0.06	0.46^b^	0.09
Bacteroides	0.82^a^	0.14	0.92^a^	0.12	2.99^b^	0.47	4.57^c^	0.38
Bifidobacterium, Ambiguous_taxa	0.09^a^	0.05	1.22^b^	0.35	0.89^b^	0.24	1.17^b^	0.15
Bilophila	4.95^a^	0.50	3.23^a^	0.29	1.72^b^	0.19	0.63^c^	0.08
Blautia	5.90^a^	1.10	4.50^a^	0.51	1.12^b^	0.33	0.77^b^	0.26
Catenibacterium	0.53^a^	0.29	0.15^a^	0.04	0.14^a^	0.04	0.09^a^	0.02
Clostridium sensu stricto 1	3.26^a^	1.03	0.09^b^	0.04	0.00^c^	0.00	0.00^c^	0.00
Desulfovibrio	1.70^a^	0.29	1.42^a^	0.15	1.49^ab^	0.18	1.42^b^	0.25
Dubosiella	0.08^a^	0.04	0.03^a^	0.01	0.03^a^	0.01	0.03^a^	0.01
Eisenbergiella	0.14^a^	0.05	0.02^a^	0.01	0.00^b^	0.00	0.00^b^	0.00
Faecalibaculum	0.99^a^	0.36	8.65^b^	1.53	9.69^b^	1.35	10.10^b^	1.35
GCA-900066575	1.55^a^	0.34	0.70^b^	0.06	0.70^ab^	0.10	0.35^b^	0.05
Harryflintia	0.05^a^	0.01	0.05^a^	0.01	0.04^a^	0.01	0.03^a^	0.00
Intestinimonas	0.10^a^	0.03	0.11^a^	0.02	0.13^a^	0.04	0.03^a^	0.02
Lachnoclostridium	2.22^a^	0.17	1.62^a^	0.13	0.86^b^	0.08	0.58^b^	0.07
Lachnoclostridium, Ambiguous_taxa	0.64^ab^	0.19	0.64^a^	0.09	0.36^ab^	0.05	0.18^b^	0.02
Lachnospiraceae FCS020 group	0.23^a^	0.03	0.19^a^	0.03	0.15^a^	0.02	0.12^a^	0.02
Lachnospiraceae NK4A136 group	11.36^a^	1.47	30.21^b^	2.25	44.53^c^	2.18	52.06^d^	2.02
Lachnospiraceae NK4A136 group, Ambiguous_taxa	0.08^a^	0.01	0.10^a^	0.01	0.16^b^	0.01	0.18^b^	0.01
Lachnospiraceae UCG-001	0.09^a^	0.04	0.13^a^	0.03	0.06^a^	0.01	0.01^b^	0.00
Lachnospiraceae UCG-006	0.86^a^	0.26	0.38^a^	0.06	0.27^a^	0.04	0.37^a^	0.10
Lachnospiraceae UCG-008	0.57^a^	0.06	0.17^b^	0.04	0.02^c^	0.01	0.01^c^	0.00
Lactobacillus	2.65^a^	0.85	0.59^b^	0.15	0.33^b^	0.09	0.19^b^	0.06
Lactobacillus, Ambiguous_taxa	0.55^a^	0.22	0.22^b^	0.12	0.01^c^	0.00	0.00^c^	0.00
Mucispirillum	2.37^a^	0.51	1.27^a^	0.17	1.10^a^	0.15	1.01^a^	0.18
Odoribacter	1.19^a^	0.17	1.71^bc^	0.19	2.11^b^	0.28	0.85^ac^	0.14
Oscillibacter	2.40^ab^	0.25	2.33^a^	0.26	1.16^ab^	0.21	0.67^b^	0.13
Parabacteroides, Ambiguous_taxa	1.68^ab^	0.47	0.81^a^	0.13	1.21^ab^	0.17	1.13^b^	0.40
Peptococcus	0.14^a^	0.04	0.18^a^	0.02	0.13^a^	0.02	0.10^a^	0.02
Rikenella	0.25^ab^	0.02	0.41^a^	0.05	0.38^a^	0.07	0.07^b^	0.03
Rikenellaceae RC9 gut group, Ambiguous_taxa	1.56^a^	0.41	0.52^b^	0.06	0.28^bc^	0.05	0.13^c^	0.04
Roseburia	1.56^a^	0.50	0.36^b^	0.12	0.14^b^	0.06	0.019^c^	0.00
Ruminiclostridium	2.85^a^	0.34	2.07^a^	0.11	2.17^a^	0.22	1.48^a^	0.08
Ruminiclostridium 5	1.09^a^	0.16	0.66^a^	0.07	0.30^b^	0.03	0.20^b^	0.02
Ruminiclostridium 9	4.12^a^	0.35	2.46^ab^	0.11	1.64^b^	0.19	0.67^c^	0.08
Ruminococcaceae NK4A214 group	0.08^a^	0.02	0.13^ab^	0.01	0.14^b^	0.02	0.14^b^	0.03
Ruminococcaceae UCG-003	1.11^a^	0.24	1.22^ab^	0.33	2.01^b^	0.45	1.13^b^	0.10
Ruminococcaceae UCG-004	0.22^a^	0.02	0.17^a^	0.01	0.10^ab^	0.02	0.02^b^	0.01
Ruminococcaceae UCG-009	0.15^a^	0.04	0.11^a^	0.01	0.09^a^	0.01	0.08^a^	0.01
Ruminococcaceae UCG-014	0.25^a^	0.06	0.29^a^	0.06	0.27^a^	0.10	0.07^a^	0.03
Ruminococcaceae UCG-014, Ambiguous_taxa	0.25^a^	0.08	0.12^a^	0.04	0.00^b^	0.00	0.00^b^	0.00
Ruminococcus 1	0.46^ab^	0.14	0.20^a^	0.02	0.33^b^	0.05	0.31^b^	0.07
Staphylococcus	0.07^a^	0.03	0.01^b^	0.00	0.032^ab^	0.01	0.04^a^	0.02
Subdoligranulum	0.23^a^	0.07	0.04^b^	0.01	0.10^ab^	0.04	0.06^ab^	0.03
Turicibacter	0.13^a^	0.06	0.00^b^	0.00	0.00^b^	0.00	0.00^b^	0.00
Tyzzerella	0.39^ab^	0.05	0.26^a^	0.03	0.27^ab^	0.05	0.28^b^	0.05

1 *Values are the Mean ± SEM, n = 8–9*.

*Values with different letters are signficantly different, adjusted p < 0.05*.

**Figure 5:**
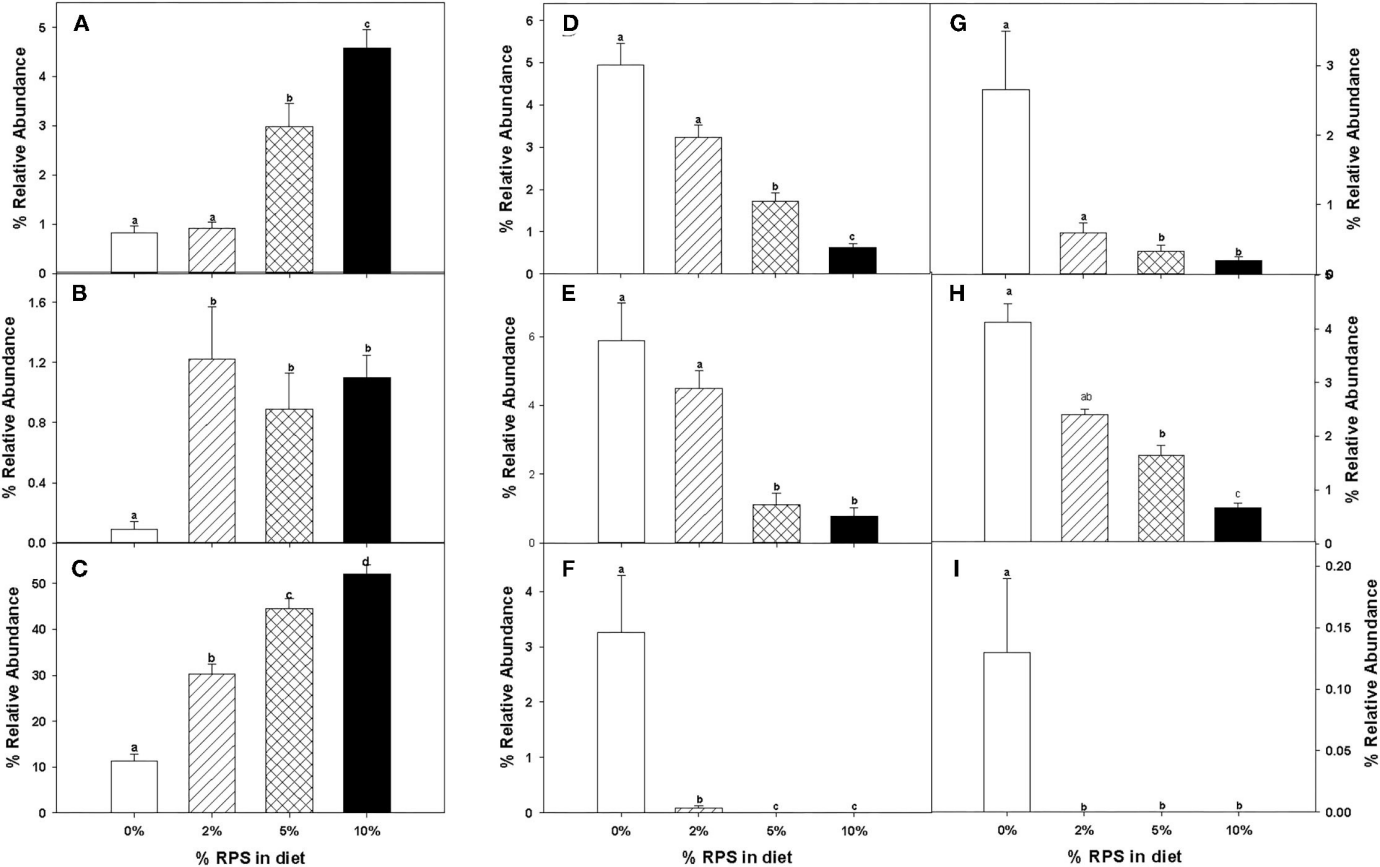
The relative abundance of specific taxa was altered by feeding mice different levels of RPS. The effect of feeding different levels of RPS on the relative abundance of specific taxa is shown. **(A)** *Bacteroides*, **(B)** *Bifidobacterium* ambiguous taxa, **(C)** *Lachnospiraceae NK40A136* group, **(D)** *Bilophia*, **(E)** *Blauta*, **(F)** *Clostridium sensu stricto 1*, **(G)** *Lactobacillus*, **(H)** *Ruminiclostridium 9*, and **(I)** *Turicibacter*. Data are the Mean ± SEM, *n* = 8–9 mice/group. Bars with different letters are significantly different *p* < 0.05.

To identify bacterial genera that discriminate between consumption of different levels of dietary RPS, a Lefse plot was generated for Family (Supplementary Figure 3) and Genera taxa (Figure 6). The all-group LefSe comparison showed that *Erysipelotrichaceae* and *Bifidobacteriaceae* were the top two discriminating families associated with mice fed with a 10% RPS diet, and both had their relative abundance increased with increasing levels of dietary RPS. No families that were discriminating for mice fed with the 5% RPS diet were identified at the family level, while *Ruminococcaceae* was most discriminating for mice fed with a 2% RPS diet. In addition, *Rikenellaceae* and *Desulfovibrionaceae* both had their relative abundance decreased with increasing levels of RPS. *Lachnospiraceae NK4136 group* and *Bacteroidetes* were the top two genera that were differentially associated with mice fed with the 10% RPS diet. These genera increased in mice fed with diets containing RPS. The top two discriminating genera for mice fed with the 5% RPS diet were *Faecalibaculum* and *Odoribacter*. *Bifidobacterium amibiguous taxa* and *Rikenella* were the two discriminating genera associated with mice fed with the 2% RPS. Genera associated with consumption of the basal TWD compared to RPS-containing diets included *Alistripes, Blauta, Bilophia, Clostridium sensu stricto 1, Lactobacillus*, and *Ruminiclostridium 9* which all had their relative abundance decreased by increasing RPS consumption (Table 2). The defining characteristic of the microbiome of mice fed with increasing amounts of RPS is the decreased abundance of a large number of genera and the domination of the microbiome by the *Lachnospiraceae NK4A136* group especially in mice fed with the 5 and 10% RPS diets.

**Figure 6:**
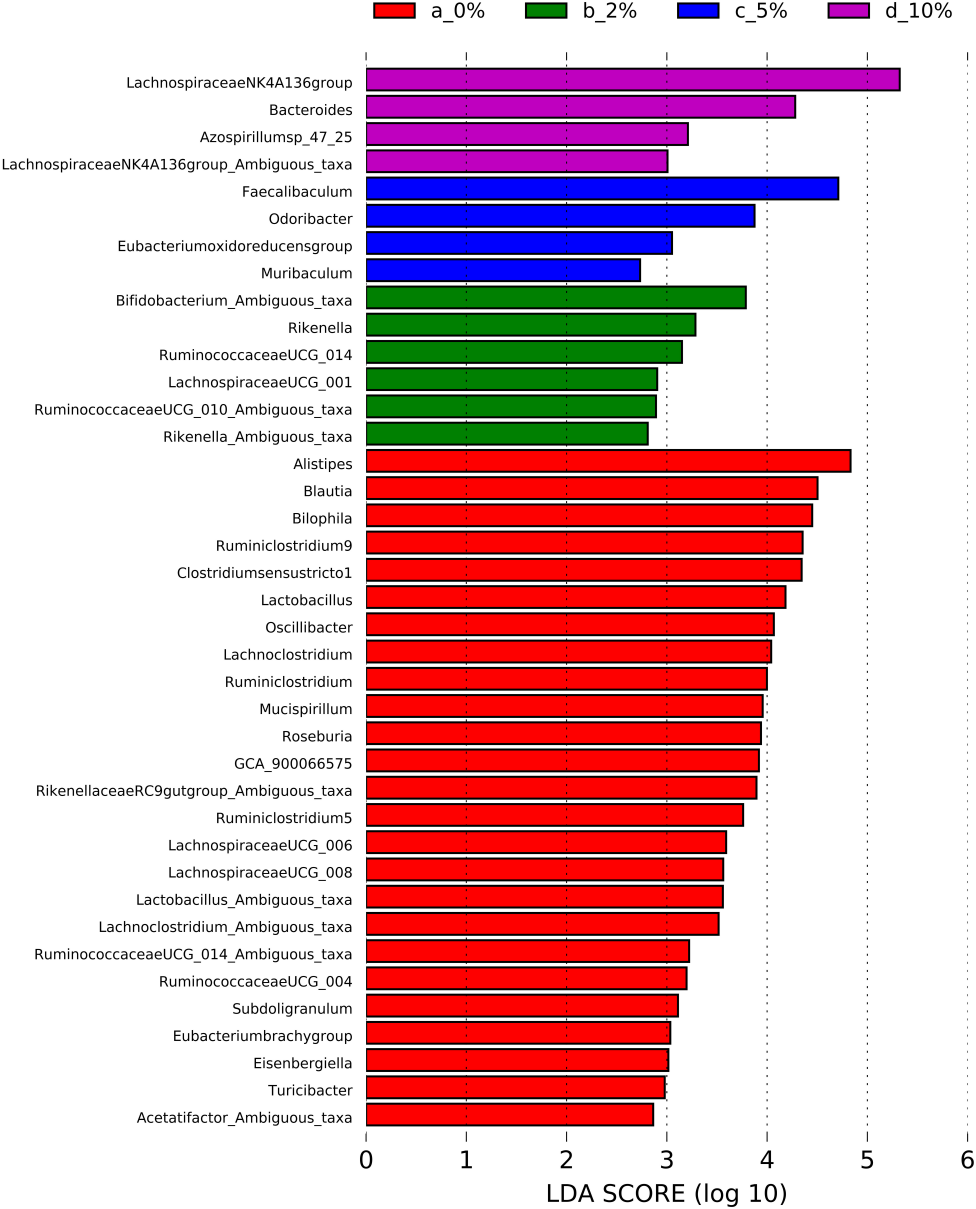
Linear discriminant analysis effect size (LEfSe) analysis identifies differentially abundant genera as biomarkers. 16S sequencing data from the cecal microbiome of mice fed the TWD or TWD plus 2, 5 or 10% RPS were analyzed by the LEfSe method using the Kruskal-Wallis test (*p* < 0.05) with linear discriminant analysis (LDA) score > 2.0 being considered significant. *n* = 8–9 mice/group.

### Effect of RPS on Gene Expression in the Cecum, PC, and DC

The full RNASeq analysis for the cecum, PC, and DC can be found in Supplementary Tables 2–4, respectively. 

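RNA from the cecum of 20 mice was examined, 5 on each of the TWD with 0, 2, 5, and 10% RPS (w/w). The PC and DC libraries were not used here. The TWD is a rodent diet whose nutrients follow American survey intakes, and RPS is uncooked potato starch, of which a large part reaches the cecum undigested as RS2. The mice had eaten the TWD for 6 weeks and then the TWD or an RPS diet for 3 weeks. Weaning was at 3 to 4 weeks of age in the paper, and the sample labels give 3 weeks. The legend of Figure 7 gives more mice per group than the 5 per diet examined here.

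Stranded libraries of poly(A) RNA were sequenced with single-end reads. The authors removed low-quality nucleotides and ambiguous reads, mapped the rest to GRCm39 in the CLC Genomics Workbench and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the annotation release, the treatment of reads that map to several genes, or whether strand was used in counting. Values of multigene families and of overlapping genes are therefore less certain than those of other genes.

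The mice of each diet are numbered from 1 to 5 in the order of their numbers in the labels. The total count ranged from 14967798 in mouse 3 on 5% RPS to 42687283 in mouse 5 on 2% RPS. The median was 30380865 in mice fed 0% RPS (range 25106282 to 38064842) and 32176813 in mice fed 2% RPS (20376315 to 42687283). It was 33638054 in mice fed 5% RPS (14967798 to 36295131) and 26931665 in mice fed 10% RPS (20850393 to 39822132). A floor of 3 counts corresponded to 0.20 CPM (counts scaled to library size) in the smallest library, and this floor covers counting error only. Among the 40 pairs of mice on the same diet, the chi-square statistic of their counts was 13.6 to 136 per degree of freedom, so no pair differed as little as 1 library counted again would.

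Of the 19887 genes in the table, 15348 had enough counts to be tested (edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15), and these held 99.98% of the counts. The median tested gene had 514.1 counts per mouse. Counts were scaled by edgeR's TMM method, with factors of 0.916 to 1.07, and the 4 diets were fitted in 1 quasi-likelihood model, so that all 20 mice contributed to the estimate of the spread. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute fold change of at least 1.5, which are the paper's thresholds. All p-values from this model are two-sided. On counts simulated for the same mice, in which 200 genes were changed, the model recovered 69 of 100 genes changed 2-fold and 92 of 100 changed 4-fold, and it also called 6 unchanged genes. Each gene was simulated independently of the others, so variation common to many genes of a mouse was absent and these rates may not carry over.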

In the analysis of differentially expressed genes in three tissues (cecum, PC, and DC) and four treatment groups (0% RPS, 2% RPS, 5% RPS, and 10% RPS), there were 1101 genes that were upregulated or downregulated >1.5-fold at an FDR adjusted *p* < 0.05 compared to each retrospective control group. These genes formed four distinct clusters by PCA in the cecum, but the trend was less evident in the PC and even less so for DC (Figure 7). 

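A PCA of log2 CPM (prior count 2) of all 15348 genes placed 27.5% of the variance of the cecum on the first component, 13.5% on the second, and 10.3% on the third. The silhouette width, which is above 0 when a mouse lies nearer to mice on its own diet than to those on any other diet, averaged -0.047 over the 20 mice on these 3 components. The one-sided permutation p was 0.0356, so most permuted diets gave a mean further below 0. A PCA restricted to the 165 genes that passed the threshold in any comparison with 0% RPS gave a mean silhouette width of 0.142 (one-sided permutation test, p = 3e-05). Those genes were selected by diet in the same mice, which raises this value whatever the grouping.

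**Figure D1:**
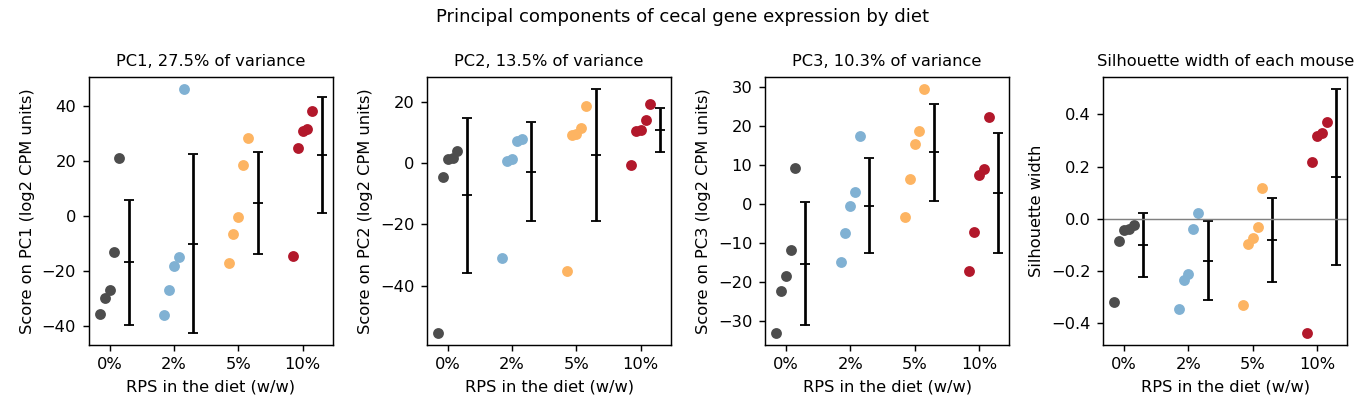
Scores of the 20 cecum samples on the first 3 principal components of log2 CPM and their silhouette widths, by RPS in the diet (%); points are mice and bars are the mean ± SD of 5 mice. The diets overlap on each component, and silhouette widths are mostly above 0 only in mice fed 10% RPS (4 of 5 mice).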

Despite these qualitative differences, the proportion of variance in gene expression due to treatment in each tissue was the same, 13% in cecum and PC and 12% in the DC (data not shown). 

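In the cecum, diet accounted for 21.5% of the variance of log2 CPM over all tested genes (PERMANOVA R2 on Euclidean distances). The median over permuted diets was 15.2%, and the one-sided permutation p was 0.0513. The alternative that moved this share most was the restriction to the 165 differentially expressed genes, with 59.4%. With a principal variance component analysis in place of PERMANOVA the share was 14.3%, from the 10 components that held at least 80% of the variance. The paper's text does not name the measure behind its own share. With each mouse left out in turn, the PERMANOVA share ranged from 20.0% (without mouse 3 on 10% RPS) to 26.7% (without mouse 3 on 2% RPS).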

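In the cecum, 84 genes were upregulated by 10% RPS compared with 0% RPS (edgeR's quasi-likelihood test, 5 mice per diet). Without adjustment, 1495 genes had higher expression at p under 0.05. Of the genes past the threshold in either direction, 114 of 160 had every mouse fed 10% RPS on one side of every mouse fed 0% RPS, which chance gives for 0.794% of genes that were not selected. These genes were selected on the same comparison, so the 2 shares cannot be set against each other. The count moved most with 1 surrogate variable as a covariate, to 238 genes, and it fell to 0 when the fold change itself was tested against 1.5 (edgeR's glmTreat). It ranged from 4 genes (without mouse 3 on 10% RPS) to 233 genes (without mouse 2 on 0% RPS) when each mouse was left out in turn.

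Ighg1 (ENSMUSG00000076614, chromosome 12 of GRCm39, 113288860 to 113294143) had 5.28 ± 3.84 CPM (SD, n = 5) in mice fed 0% RPS and 33.2 ± 15.2 CPM (SD, n = 5) in mice fed 10% RPS. Its log2 fold change was 2.66 (SE 0.63, Benjamini-Hochberg adjusted p = 0.0405 by edgeR). Igfbp2 had a log2 fold change of 1.98 (SE 0.46, Benjamini-Hochberg adjusted p = 0.0334 by edgeR). Both genes remained past the threshold in only 2 of the 10 fits that each left out 1 mouse.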

The number of upregulated genes by 10% RPS in the cecum, PC, and DC was 476, 77, and 151 genes, respectively.

**Figure 7:**
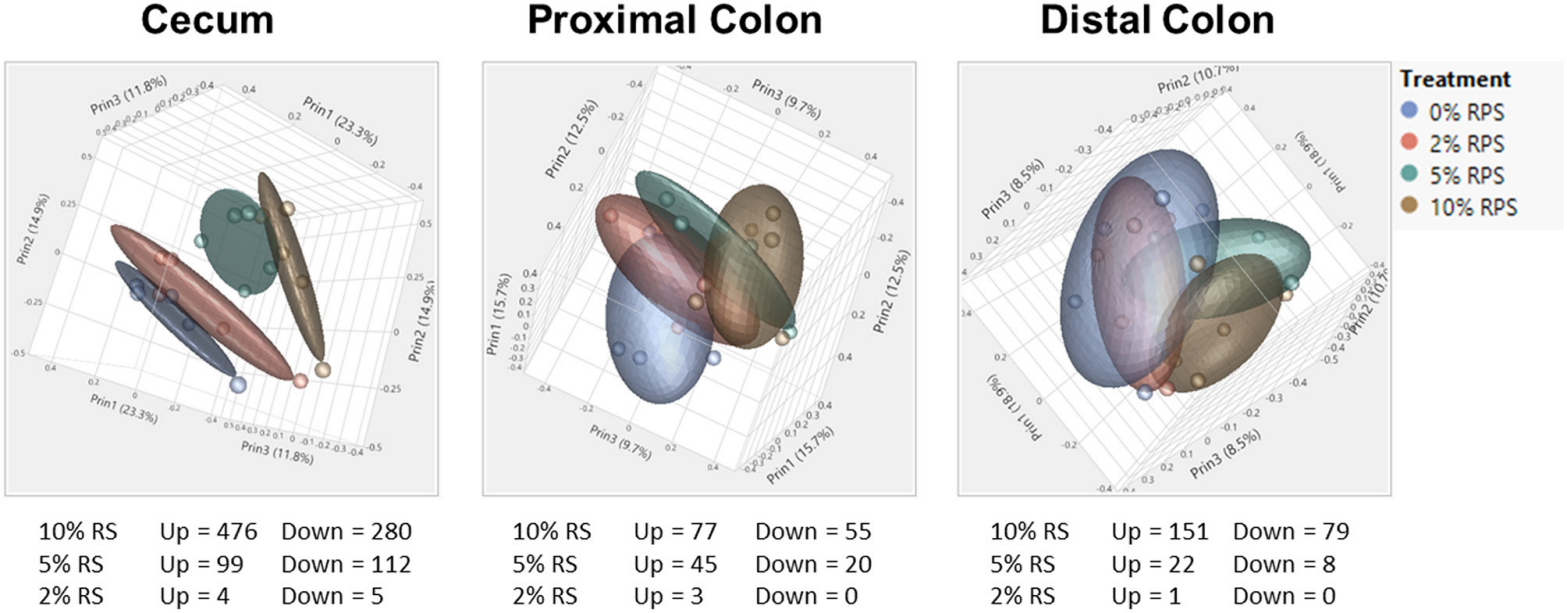
PCA of RNAseq data from the cecum, proximal, and distal colon. PCA plots were generated from RNAseq data for the cecum, distal, and proximal colon. In the cecum, the four dietary groups were well-separated but the degree of separation decreased gradually in the proximal and distal colons by distance. Plots were generated using JMP Genomics. *n* = 8–9 mice/group.

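In the cecum, the mean silhouette width of the 5 mice on each diet was 0.159 with 10% RPS, -0.102 with 0% RPS, -0.161 with 2% RPS, and -0.082 with 5% RPS. It was above 0 for 0 of 5 mice fed 0% RPS and for 1 of 5 mice on each of 2% and 5% RPS. The mean over all mice was between -0.086 (without mouse 5 on 10% RPS) and 0.0013 (without mouse 2 on 10% RPS) when each mouse was left out in turn.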

The top 20 differentially expressed genes in the cecum, PC, and DC, respectively, are shown in Tables 3–**5**. 

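Of the 41 cecum genes in Table 3, 38 were matched to the count table and 34 had enough counts to be tested. Spam1 was matched to a gene named Hyal5 (ENSMUSG00000029678) and ALPG to Alppl2, and the others by name. Cpn2, Spam1 (as Hyal5), Cacng8, and Ighv9-2 were below the filter on low counts. All 34 changed in the direction given in Table 3, 30 of them at an unadjusted p under 0.05, and 8 were past the threshold with 10% RPS (edgeR's quasi-likelihood test). The number with a Benjamini-Hochberg adjusted p within 0.05 was 29 when the adjustment covered only this list, which the paper selected on RNA from the same experiment. With 5% RPS, 3 of the 34 were past the threshold and 30 had an unadjusted p under 0.05. The change was larger with 10% than with 5% RPS for 13 of the 34. Among the 20 most upregulated genes past the threshold here, 5 were in Table 3, and among the 20 most downregulated, 3 were.

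Apoa4 (ENSMUSG00000032080, chromosome 9 of GRCm39, 46151994 to 46154757) had 2.20 ± 0.27 CPM (SD, n = 5) with 0% RPS and 0.246 ± 0.291 CPM (SD, n = 5) with 10% RPS. The log2 fold change was -3.27 (SE 0.58, Benjamini-Hochberg adjusted p = 0.0140 by edgeR). Apoa4 had 1 to 16 counts in the mice fed 10% RPS and 1 to 11 in those fed 5% RPS, so that some of these mice were at or under the floor of 3 counts. Olr1 had a log2 fold change of -1.95 (SE 0.33, Benjamini-Hochberg adjusted p = 0.0100 by edgeR), from 5.55 ± 1.95 CPM to 1.44 ± 0.604 CPM (SD, n = 5 each). Cyp4f15, a member of a multigene family, had a log2 fold change of 2.22 (SE 0.46, Benjamini-Hochberg adjusted p = 0.0267 by edgeR). For Ly6g the estimate was -2.74, larger than that of Olr1, but with an SE of 0.86 it did not pass the threshold (Benjamini-Hochberg adjusted p = 0.0969 by edgeR). Ighv1-85 was past the threshold in no fit, and its log2 fold change of -2.27 turned to 2.05 without mouse 1 on 0% RPS.

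**Figure D2:**
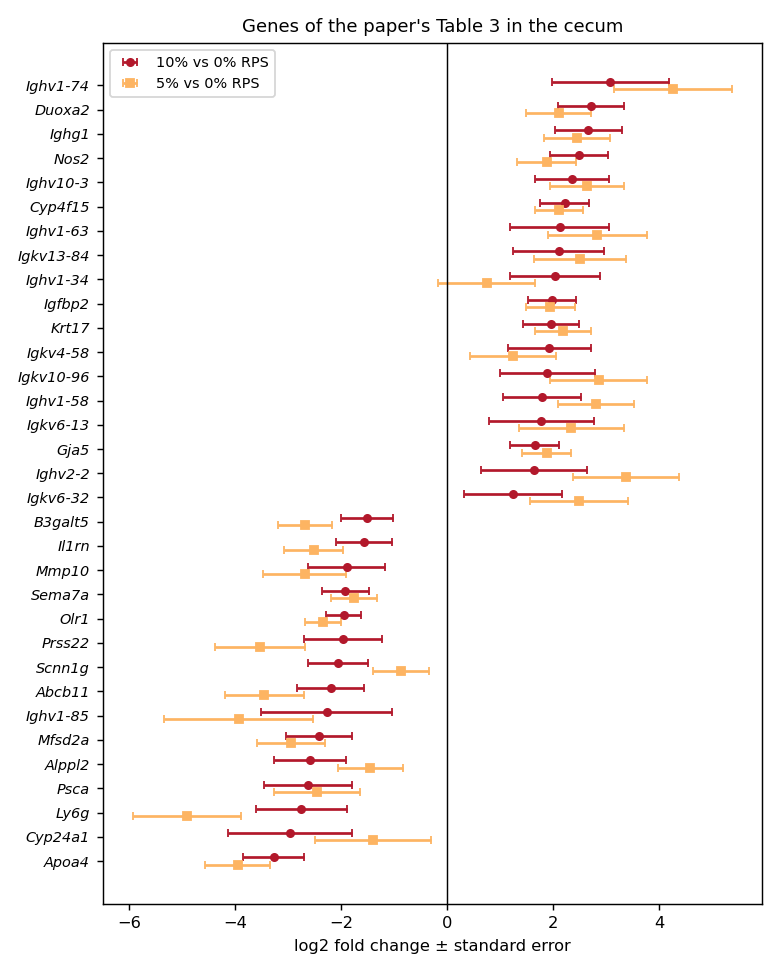
Log2 fold changes (± SE) in the cecum with 10% RPS and with 5% RPS compared with 0% RPS, for genes of Table 3 that were tested and are reported here (edgeR, 5 mice per diet). Every plotted estimate for 10% RPS lies on the side of 0 that Table 3 gives.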

The number of genes downregulated by 10% RPS in the cecum, PC, DC was 280, 55, and 79, respectively. 

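In the cecum, 76 genes were downregulated by 10% RPS (edgeR's quasi-likelihood test), and 1497 genes had lower expression at an unadjusted p under 0.05. In both directions together, 2992 genes had an unadjusted p under 0.05, compared with 767.4 expected if no gene changed. The lowest Benjamini-Hochberg adjusted p was 0.00289 by edgeR. Leaving out each mouse in turn gave 10 to 139 downregulated genes.

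Stc1 (ENSMUSG00000014813, chromosome 14, 69266575 to 69279253) fell from 9.00 ± 2.09 CPM with 0% RPS to 1.92 ± 0.735 CPM with 10% RPS (SD, n = 5 each). This was a log2 fold change of -2.24 (SE 0.35, Benjamini-Hochberg adjusted p = 0.00818 by edgeR), and it passed the threshold in all 10 fits without 1 mouse. The log2 fold change was -2.55 for Hephl1 (183 counts in all 20 mice), -1.94 for Plscr1l1, -1.92 for Sema7a, and -1.78 for Creb3l3. For these genes the Benjamini-Hochberg adjusted p by edgeR lay between 0.0271 (Hephl1) and 0.0361 (Sema7a). All 5 genes were lower in every mouse fed 10% RPS than in every mouse fed 0% RPS. Of the 10 fits without 1 mouse, Hephl1 and Plscr1l1 passed the threshold in 4, Creb3l3 in 3, and Sema7a in 2.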

Animals fed with 5% RPS had 211 genes that were differentially upregulated (99) or downregulated (112) by more than 1.5-fold in the cecum. 

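With 5% RPS, 15 genes were upregulated and 15 were downregulated in the cecum compared with 0% RPS (edgeR's quasi-likelihood test, 5 mice per diet). An unadjusted p under 0.05 was found for 2038 genes, and the lowest Benjamini-Hochberg adjusted p was 0.00845 by edgeR, for Olr1. Of these 30 genes, 25 were also past the threshold with 10% RPS. Apoa4 had a log2 fold change of -3.95 (Benjamini-Hochberg adjusted p = 0.0130 by edgeR). When each mouse was left out in turn, the upregulated genes numbered 0 to 72 and the downregulated genes 0 to 42, and both counts were highest without mouse 1 on 5% RPS.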

Four genes were upregulated and five were downregulated by 2% RPS in the cecum. 

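With 2% RPS, 0 genes were upregulated and 0 were downregulated in the cecum at the threshold, and 886 genes had an unadjusted p under 0.05, compared with 767.4 expected if no gene changed. The lowest Benjamini-Hochberg adjusted p was 0.428 (edgeR's quasi-likelihood test). It belonged to Olr1, whose log2 fold change was -1.62 with 2% RPS. With DESeq2's Wald test, 1 gene was upregulated and 4 were downregulated.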

Forty-five genes were upregulated, and 20 genes were downregulated by 5% RPS in the PC. Three genes were upregulated, and no genes were downregulated by 2% RPS in the PC. Twenty-two genes were upregulated and 8 were downregulated by 5% RPS in the DC. Only gene was upregulated by 2% RPS in the DC.

**Table 3:** Top 20 differentuially expressed genes in the cecum.

**Gene**	**2 vs. 0%**		**5 vs. 0%**		**10 vs. 0%**	
	**FC**	***p*** **(adj)**	**FC**	***p*** **(adj)**	**FC**	***p*** **(adj)**
Cyp24a1					−25.8	3.98E-05
Apoa4	−3.7	5.75E-04	−14.6	1.93E-15	−20.7	3.61E-17
Psca			−5.3	9.19E-03	−17.0	7.42E-06
Ly6g			−23.3	4.86E-05	−11.9	7.35E-04
Cpn2					−11.9	1.03E-02
Ighv1-85			−17.8	3.02E-02	−8.9	6.99E-02
ALPG					−8.0	4.34E-03
Mfsd2a			−6.8	1.09E-03	−7.1	2.06E-04
Abcb11			−7.0	1.73E-02	−7.1	6.35E-03
Prss22			−11.1	3.01E-04	−6.4	2.29E-03
Mmp10			−4.7	5.92E-02	−6.2	6.78E-03
Sema7a			−3.1	1.22E-07	−5.9	1.13E-20
B3galt5			−4.6	7.84E-06	−5.9	5.82E-09
Olr1	−2.9	1.19E-03	−3.8	1.07E-07	−5.9	4.48E-14
Gjb4			−2.7	5.32E-02	−5.7	3.48E-05
Il1rn			−4.3	5.54E-04	−5.7	2.26E-06
Scnn1g					−5.3	3.98E-05
Spam1					−5.2	4.62E-02
1700057G04Rik			−2.4	9.47E-03	−5.2	3.58E-10
Gm5155					−5.0	4.96E-02
Gja5			2.4	7.10E-03	4.7	2.19E-09
Igkv4-58					4.9	1.68E-02
Ighv1-34					4.9	3.03E-02
Igfbp2			2.6	1.41E-02	5.2	3.47E-08
Igkv13-84					5.4	4.96E-02
Ighv1-58			5.2	3.56E-02	5.6	8.94E-03
Igkv10-96					6.0	2.91E-02
Igkv6-13					6.1	3.28E-02
Krt17			2.3	2.55E-02	6.3	1.58E-11
Cyp4f15			3.0	2.76E-06	6.3	4.58E-20
Igkv6-32					6.3	3.47E-02
Nos2			2.9	3.67E-02	6.5	4.23E-07
Duoxa2			4.4	1.14E-02	6.7	8.27E-05
Ighg1			4.9	9.98E-03	7.0	1.45E-04
Ighv10-3					7.2	3.37E-04
Ighv2-2					9.8	1.86E-02
Cacng8	12.0	8.44E-02	9.8	1.46E-02	9.9	4.98E-03
Ighv1-63					10.0	1.41E-04
Ighv9-2					16.5	7.64E-03
Olfr1459			10.7	5.89E-02	18.9	2.67E-03
Ighv1-74			8.5	6.63E-02	19.7	8.66E-04

Five genes were upregulated in all three tissues by 10% RPS vs. control (Supplementary Figure 4). Ten genes were upregulated in the cecum and PC but not in the DC by 10% RPS. Sixteen genes were upregulated in the cecum and DC but not in the PC. Six genes were upregulated in the PC and DC but not in the cecum. In contrast, no genes were commonly downregulated in the cecum, PC, and DC. Five genes were downregulated in the cecum and DC but not in the PC. Three genes were downregulated in the cecum and PC but not in the DC. Lastly, two genes were downregulated in the PC and DC but not in the cecum.

Differentially expressed genes were functionally classified into two broad categories (genes related to Immunology or Metabolism) and further subdivided into specific functional categories. The fully classified datasets for cecum, PC, and DC are found in Supplementary Tables 5, 6 (cecum), Supplementary Tables 7, 8 (PC), and Supplementary Tables 9, 10 (DC). 

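Supplementary Tables 5 and 6 list 502 genes of the cecum, 301 as upregulated and 201 as downregulated, by functional class. Of these, 486 were tested here, and all 486 changed with 10% RPS in the listed direction. The paper selected these genes on RNA from the same experiment, so the direction and low p-values were favored in advance. The median log2 fold change in the listed direction was 0.71. An unadjusted p under 0.05 was found for 411 of the 486, and 114 were past the threshold (edgeR's quasi-likelihood test). In Supplementary Table 5, which holds the classes of immunity and signaling, 76 of 345 tested genes were past the threshold. In Supplementary Table 6, which holds metabolism and transport, 39 of 145 were.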

Selected pathways were extracted for emphasis and are found in **Tables 6**–**8** for cecum, PC, and DC, respectively.

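For the cecum, Table 6 names 45 genes, of which 44 were matched and tested and Ifit1b was not matched by name. All 44 changed in the direction of Table 6 with 10% RPS, 37 of them at an unadjusted p under 0.05, and 12 were past the threshold (edgeR's quasi-likelihood test). Adjusted by Benjamini-Hochberg over this list alone, 36 had an adjusted p within 0.05, and 29 of them also had a fold change of at least 1.5. These counts depend on the paper having drawn the list from its own calls. With 5% RPS, 0 of the 44 were past the threshold, 32 had an unadjusted p under 0.05, 29 had a list-wide adjusted p within 0.05, and 18 of these also had a fold change of at least 1.5. With each mouse left out in turn, the number past the threshold with 10% RPS ranged from 0 (without mouse 2 on 10% RPS) to 23 (without mouse 4 on 10% RPS).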

## Discussion

The results presented here demonstrate that consumption of RPS in mice fed with a diet that emulates a typical American diet for both macro and micronutrients (30) and has significant effects on both the microbiome and gene expression profiles in the cecum, PC, and DC. 

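In the cecum, the median absolute log2 fold change of the 160 genes past the threshold with 10% RPS was 0.88 with 10% RPS, 0.72 with 5% RPS, and 0.45 with 2% RPS. All 160 genes changed in the same direction with 5% RPS, and 159 did so with 2% RPS. The change was larger with 10% than with 5% RPS for 133 genes, and larger with 5% than with 2% RPS for 141 genes. Because these genes were selected at 10% RPS, the choice favors larger estimates at that dose than at the lower doses. All 3 comparisons share the same 5 mice fed 0% RPS, which favors the same direction at each dose. In a fit of RPS as a linear dose over all 20 mice, 170 genes had a trend with a Benjamini-Hochberg adjusted p within 0.05 (edgeR's quasi-likelihood test), 58 rising and 112 falling. Of these, 99 were also past the threshold with 10% RPS. The count fell to 0 without mouse 1 on 10% RPS and rose to 674 without mouse 3 on 2% RPS. In the direct comparison of 10% with 5% RPS, 0 genes were past the threshold and 428 had an unadjusted p under 0.05, fewer than the 767.4 that chance gives, with a lowest Benjamini-Hochberg adjusted p of 0.99979 by edgeR. Across all tested genes, which are not independent replicates, the log2 fold changes with 10% and 5% RPS had a Pearson correlation of 0.736, which the shared mice on 0% RPS also raise.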

The effects were dependent on the level of RPS in the basal TWD. The levels of RPS consumed by the mice are approximately equivalent to a human consuming a range between 5 and 30 g of RS/day depending on the percentage of RS2 in the potato starch (30). While significant changes to the microbiome occurred in mice fed with the 2% RPS TWD (e.g., *Bifidobacterium, Lachnospiraceae NK4A136 group*, and *Clostridium sensu stricto 1*), more genera were significantly altered in mice fed with the 5 or 10% RPS diets. The most significant change to the microbiome due to dietary RPS was the dramatic expansion of the *Lachnospiraceae NK4A136 group* which went from ~10 to 50% relative abundance in a graded manner as the dietary RPS levels went from 0 to 10%. Only three genera in addition to *Lachnospiraceae NK4A136 group* had their relative abundance increased (*Bacteroides, Bifidobacterium*, and *Faecalibaculum*). As a result of the large expansion of the *Lachnospiraceae NK4A136 group*, many other genera had their relative abundance decreased or were unchanged.

The *Lachnospiraceae* and *Ruminococcaceae* families contain the largest number of butyrate producers (48), and the *Lachnospiraceae NK4A136 group* contains members that can produce butyrate. The observed RPS-dependent increase in butyrate production coincides with the RPS-dependent increase in relative abundance of the *Lachnospiraceae NK4A136 group*, suggesting that the increase in butyrate production is likely due in part to the large increase in this genus, although some members of the *Bacteroides, Bifidobacterium*, and *Faecalibaculum* genera, all of which increased to a much lesser extent, contain potential butyrate producers that may have contributed as well. The role of these genera in butyrate production is further supported by the fact that several other genera, thought to be butyrate producers, including *Roseburia* and genera from the family *Ruminococcaceae* had decreased relative abundance with increasing dietary RPS, indicating that the observed increase in butyrate production cannot be due to these genera.

We found that feeding mice with RPS led to a decrease in α-diversity. Several other studies also showed decreased α-diversity in rodents fed with RS (6, 28, 49–51). Pigs fed with diets with added RS2, including RPS, also showed a decrease in α-diversity in the colon but not the cecum (19, 21). Reduced α-diversity was also observed in pigs fed with a diet containing RS3 (52). Similarly, we saw an increase in butyrate production and decreases in branched-chain SCFAs, indicative of a shift to saccharolytic fermentation and a decrease in proteolytic fermentation (branched-chain SCFAs) (53, 54). Consumption of resistant starches has also been associated with a decrease in fecal pH (5, 6) which can favor butyrate forming taxa (55). Others have also reported increased butyrate (5, 6, 56), and enlargement of the cecum in rodent studies (28, 45, 46). Decreased fecal pH (20, 57, 58), increased butyrate production, reduced levels of branched-chain SCFAs (9, 11, 58–60), and increased colon and cecum weight have also been observed in pigs fed with RS (11, 57), likely the result of increased levels of undigested fiber/RS reaching the cecum.

Changes in the microbiome taxa observed in response to feeding RS2 are variable between species. We found that mice fed with RPS in the context of a TWD (30) resulted in a large increase in *Lachnospiraceae NK4A136 group*; more modest increases in *Bacteroides, Bificobacterium*, and *Faecalibacterium*, and a decrease in the families *Clorstridiaceae, Ruminoccocaceae*, and *Roseburia spp*. Others reported different results with increases in members of the *Clorstridiaceae* and *Ruminoccocaceae* families that were, to some extent, either species or sampling location (feces, colon, or cecum)-dependent (61–63). Interestingly, one study found that mice either had similar *Lachnospiraceae* relative abundance to ours or high relative abundance of *Ruminoccocaceae* but not both (56), suggesting that there may be competition between and among members of these bacterial families for the RS. It has also been reported that a human subject's ability to respond to an RS diet is dependent on the baseline composition and abundance of specific bacterial species (64). In the basal TWD-fed mice, the relative abundance of *Lachnospiraceae*, and specifically *Lachnospiraceae NK4A136 group*, was substantially higher than many other groups and, when given access to RPS, may have had been able to outcompete the other taxa. Also, it has been reported that *Ruminococcus bromii* is dependent on a source of branched-chain fatty acids (BCFAs) for growth (65), and the decrease in these taxa in our studies may be related to the decrease in BCFA formation. In general, human studies rely on fecal samples for microbiome studies. In addition, feeding RS2, including RPS, to humans leads to an increase in fecal *Ruminoccocaceae* (23, 64, 66–68). This was also observed in rats (50, 62, 69). Interestingly, in one rat study, only HAMS, but not RPS, caused an increase in *Ruminoccocaceae* (50), while in another, HAMS-fed rats had higher levels of *Ruminoccocaceae* in the feces vs. the cecum while *Bacteroides* was equally present in feces and cecum (62), supporting that sampling location as an important variable (61).

*Bifidobacterium* relative abundance was increased in our study as it was in several human studies. In particular, an increase in *Bifidobacterium* (67) was the predominant change observed in one larger study which also used RPS. Mice fed with an AIN-93-based diet with added HAMS showed a large increase in *Bacteroides* and a smaller increase in the *Lachnospiraceae NK4A136 group* (51). Some changes in the microbiome of pigs fed with RS were similar to our findings, including a reduction in the *Rikenellaceae RC9* gut group and increased *Lachnospraceae* (19, 21). A meta-analysis of 24 studies concluded that RS promoted the growth of *Lactobacilli* and *Bifidobacterium* in pigs (20). Both *Lachnospiraceae-* and *Ruminoccocaceae-*affiliated phylotypes increased in the colon of pigs fed with an RS3 (52).

There have been numerous studies examining the effects of consumption of resistant starches, including RS2, on the microbiome and gastrointestinal gene expression in mice fed with a “Western diet” (26, 28, 56, 70, 71). These studies, however, usually employ diets that have high levels of saturated fat in the form of lard with 45–60% of the dietary calories obtained from fat while providing standard levels of other nutrients. These diets diets do not accurately reflect an American diet that characteristically contains a spectrum of fat sources, including mono and polyunsaturated, along with dairy fat in addition to saturated fats found in meats and higher levels of salt. Nevertheless, there were some similarities between our results using the TWD and those of others using the lard-based HFD. We found that consumption of RPS led to decreased α-diversity and a modest increase in *Bifidobacterium* and members of the *Erysipelotrichaceae* family. Others also found a decrease in microbiome diversity upon feeding RS2 alone or in conjunction with an HFD (26, 28, 47, 56). Rats fed with an HFD (45% kcal from fat) and containing 10% RS from RPS had an increase in *Bifidobacterium* compared to rats fed with the HFD (72). The *Erysipelotrichaceae* family was one of the discriminating taxa for the cecal microbiota in mice fed with an HFD (45% kcal from fat) with 20% HAMS (28). Similarly, mice fed with an HFD (60% kcal from fat) with either 5, 15, or 25% RPS or 25% HAMS had an increase in *Bifidobacterium* and *Bacteroides* but had a decrease in *Lachnospiraceae* compared to mice fed with the HFD alone. Overall, increased levels of *Bifidobacterium* and *Bacteroides* appear to be a common microbiota feature when rodents are fed with HAMS.

Multiple factors may account for the differences between our results and those reported by others. Diet composition and length of time on the diets are key variables. As discussed above, our diet differs from other “Western diets” and more accurately reflects the typical American diet. Thus, this is the first study to look at the effect of RS on a rodent diet based on NHANES data (30). Furthermore, mice were fed with the RS diets for only 3 weeks while other rodent studies have used longer times (18, 26, 56, 73), which may result in further changes to the microbiota. Although RS2-type starches share some basic characteristics, there may be subtle differences in their structures that can affect subsequent utilization by various bacterial species (17). Furthermore, how the diet is prepared may also affect the structure of the added RS, including the types of fats, proteins, and other carbohydrates used in the diet preparation. The strain and source of the mice used in the study can also be a factor as it is known that the microbiome of the same strain of mice, along with breeding and housing conditions, differs between vendors (74–76). All these factors may contribute to the differences observed between studies.

Interpreting gene expression studies in a tissue like colon, where there is a mix of parenchymal and non-parenchymal cell types, is challenging. To address this, we first determined whether there were patterns of gene expression associated with specific cell types in the three tissues by three doses of RPS. In the cecum, 66 genes and 47 genes that were upregulated or downregulated, respectively, were associated with individual cell types. In the PC, seven upregulated and three downregulated genes were associated with specific cell types. In the DC, six upregulated and five downregulated genes were associated with specific cell types.

Intestinal stem cells can be induced to differentiate into several cell types in the intestinal epithelium, epithelial cells (ECs), goblet cells, and Paneth cells. These three cell types play a concerted role in maintaining the EC barrier function. In the cecum, we found no goblet cell genes induced by 10% RPS. In contrast, four out of 21 goblet cell restricted genes (Krt7, Retnlb, Tff3, and Agr2) were downregulated by 10% RPS. 

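All 4 genes had lower estimates in the cecum with 10% RPS, and 0 of 4 were past the threshold, while Krt7 and Tff3 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test). Krt7 (ENSMUSG00000023039, chromosome 15 of GRCm39, 101308924 to 101328194) fell from 118 ± 15.6 CPM with 0% RPS to 72.3 ± 14.2 CPM with 10% RPS (SD, n = 5 each). With 10% RPS its log2 fold change was -0.71 (SE 0.20, Benjamini-Hochberg adjusted p = 0.0666 by edgeR). Each mouse fed 10% RPS had less Krt7 than each mouse fed 0% RPS (two-sided exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). Tff3 fell from 830 ± 91.6 to 570 ± 97.7 CPM (SD, n = 5 each), a log2 fold change of -0.54 (Benjamini-Hochberg adjusted p = 0.0813 by edgeR). Agr2 had 388 ± 70.6 and 306 ± 55.0 CPM (SD, n = 5 each; log2 fold change -0.35, Benjamini-Hochberg adjusted p = 0.270 by edgeR). The mice of the 2 diets overlapped, with 310 to 470 CPM on 0% RPS and 220 to 369 CPM on 10% RPS. With DESeq2's Wald test in place of edgeR, Krt7 was past the threshold.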

A different scenario occurred in the PC as no goblet cell genes were upregulated and only one gene, Galnt15, was modestly downregulated by 10% RPS. However, two goblet cell-associated genes, Reg3b and Reg3g, were highly upregulated by 5% and 10% RPS (Table 4). Reg3g is induced by the Th2-associated cytokine IL-33 in ECs (77). Fut2, a fucosyltransferase involved in mucin biosynthesis (78) and associated with Th2-responses (79), was also upregulated (1.7-fold) by 5 and 10% RPS. No goblet cell-associated genes were downregulated by any other dose of RPS in the PC.

**Table 4:** Top 20 differentuially expressed genes in the proximal colon.

**Gene**	**2 vs. 0%**		**5 vs. 0%**		**10 vs. 0%**	
	**FC**	***p*** **(adj)**	**FC**	***p*** **(adj)**	**FC**	***p*** **(adj)**
Igkv2-109					−13.7	5.94E-05
Apoa1					−7.0	1.89E-02
Igkv8-28					−6.2	2.29E-01
Igkv10-94					−6.0	1.39E-02
Angptl7					−4.3	2.32E-02
Hoxa9					−3.6	1.86E-02
Igkv5-48					−3.3	3.51E-02
Slc15a1			−3.0	8.20E-04	−3.2	1.39E-04
Insl5					−3.1	2.58E-02
Rasd2					−2.7	1.57E-02
Rnf152					−2.7	1.94E-02
Ttr					−2.7	3.01E-02
Inmt					−2.6	8.35E-03
Cyp2c68					−2.5	3.02E-02
Cckar			−2.0	1.45E-02	−2.2	8.95E-04
Olfr165					−2.1	6.51E-03
Hoxa7					−2.0	2.51E-02
Gm44220					−2.0	9.08E-03
Tmem86a			−1.9	4.14E-02	−1.9	2.17E-02
Rspo3					−1.8	4.81E-03
Hbegf			2.1	2.65E-02	2.2	4.49E-03
Ido1					2.3	1.24E-03
Lpo			1.9	1.25E-05	2.3	2.59E-10
Gda			2.4	4.25E-04	2.3	3.50E-04
Mogat2					2.3	7.42E-04
Irf7					2.3	1.21E-06
Akr1b7	2.4	1.28E-05	2.4	1.25E-05	2.4	2.27E-06
Plet1os			1.9	2.68E-02	2.4	6.19E-04
Duox2			2.4	1.16E-02	2.4	5.18E-03
Mal			3.5	2.59E-04	2.4	1.21E-02
Prss27			3.2	1.15E-02	2.6	3.30E-02
Wfdc18			2.8	4.43E-03	2.6	5.14E-03
Lypd8l			1.8	4.42E-02	2.9	8.94E-07
Csta2					3.0	2.10E-03
Rdh9			3.5	4.43E-03	3.3	3.42E-03
Gm33424	2.4	4.48E-03	2.8	1.92E-05	3.6	1.49E-09
Duoxa2			3.6	3.87E-02	3.7	1.90E-02
Ceacam12			2.3	5.66E-03	4.1	7.30E-09
Reg3a			4.5	5.66E-03	4.4	3.58E-03
Reg3g			18.6	4.72E-03	11.0	1.90E-02
Reg3b			26.3	2.59E-04	16.7	1.37E-03

An even different situation occurred in the DC, where several genes associated with goblet cells were regulated by RPS. Scnn1g, an epithelial non-voltage-gated sodium channel, was downregulated (-4.2-fold) by 10% PRS in the DC. This gene is repressed by IL-4 in human ECs (80). Muc3a and Clca1, two goblet cell restricted genes, were modestly upregulated (1.7-fold) by 10% RPS in the DC. These genes are induced by Th2-associated cytokines (81, 82). Retnlb, a goblet-cell restricted protein (83), was upregulated almost 90-fold in the DC by 5% RPS. Its expression is increased by Th2 cytokines in other models (84). Slc9a3, a chloride ion transporter (85) essential for mucus production and barrier function in mice (86), was upregulated by 5 and 10% RPS in the DC. Slc9a3 is upregulated by IL-13 in human ECs (87). Ang4 was also induced at a low level in DC by 5% RPS. Some of the goblet cell-associated genes are also expressed by Paneth cells, including Ang4 (88), Reg1a (89), and Reg3b (88).

Resident B and T cells in the follicle-associated epithelium of the cecum and colon, associated with the gut-associated lymphoid tissue (GALT), play an important role in the response to pathogens and food allergens (90). 

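In the cecum, Supplementary Table 5 assigns 22 genes to B cells, 19 as upregulated and 3 as downregulated, and 16 genes to T cells, 8 in each direction. Of the B cell genes, 21 were tested, all 21 changed with 10% RPS in the listed direction, 17 had an unadjusted p under 0.05, and 1 was past the threshold (edgeR's quasi-likelihood test). Their median log2 fold change in that direction was 1.79. Of the 16 T cell genes, all changed in the listed direction, 15 had an unadjusted p under 0.05, and 5 were past the threshold, with a median log2 fold change of 0.76 in the listed direction. Both lists came from the paper's own calls on the same experiment, which favors the listed direction and low p-values.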

Based on gene expression profiles, we found significant changes in genes associated with B and T cell immunology. Despite this, a full discussion of B cell changes is beyond the focus of this current manuscript. It should be noted that immunoglobulin-associated genes constitute six out of the top 10 upregulated genes in the cecum (Table 3) and eight out of the top 10 genes in the DC (Table 5).

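In the cecum, 1 immunoglobulin gene, Ighg1, was among the 10 most upregulated genes past the threshold with 10% RPS. When the 10 genes with the largest increase and an unadjusted p under 0.05 were taken instead, 7 of them were immunoglobulin genes. Of the 144 immunoglobulin genes tested, 103 had higher estimates with 10% than with 0% RPS, 29 had an unadjusted p under 0.05, 1 was past the threshold upward, and 0 were past it downward (edgeR's quasi-likelihood test). Ighv1-74 had a log2 fold change of 3.08 with an SE of 1.11 (Benjamini-Hochberg adjusted p = 0.144 by edgeR). Variable segments share sequence, and the authors' counting could have divided reads among them. Immunoglobulin genes took 0.126 ± 0.0852% of counts in mice fed 0% RPS and 0.184 ± 0.0268% in mice fed 10% RPS (SD, n = 5 each; two-sided exact permutation test, p = 0.159).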

**Table 5:** Top 20 differentially epressed genes in the DC.

**Gene**	**2 vs. 0%**		**5 vs. 0%**		**10 vs. 0%**	
	**FC**	***p*** **(adj)**	**FC**	***p*** **(adj)**	**FC**	***p*** **(adj)**
Cyp11a1					−12.8	7.46E-04
Gm17322					−7.3	6.42E-03
Scnn1g					−4.2	1.73E-02
Gm44756/Klk15					−3.1	4.86E-03
Klk15					−3.1	1.33E-04
Scnn1b					−2.9	3.13E-03
Hkdc1					−2.9	3.36E-02
Mt1					−2.8	1.48E-02
Tchh					−2.6	8.48E-03
Ces2b					−2.6	2.94E-02
Lipk					−2.5	2.88E-02
Cyp2w1					−2.5	4.86E-03
Sptbn2					−2.4	1.51E-03
Fn3k					−2.3	2.71E-02
Cyp2u1					−2.3	2.91E-02
Sowaha					−2.3	9.08E-03
D630011A20Rik					−2.3	7.88E-03
Insrr					−2.2	2.91E-02
Brme1					−2.2	1.73E-02
AI182371					−2.1	2.35E-02
Zbp1			3.5	4.06E-02	3.4	1.68E-02
Gm5431					3.5	1.25E-03
Gm20754			2.6	3.88E-02	3.7	1.03E-04
Gm42870					3.9	2.19E-02
Iglc3					4.0	3.02E-02
Dhrs9					4.2	4.06E-02
Mgat4c					4.3	3.13E-03
Gm47914					4.3	2.75E-02
Iglc1					4.4	3.18E-02
Pla2g2a					5.3	3.11E-02
Ighv1-42					6.7	3.03E-02
Ighv1-81					7.6	4.86E-03
Ighg1					8.2	1.96E-03
Igkv4-57	14.1	2.35E-02			8.9	8.01E-03
Gm47465					9.7	1.34E-02
Igkv1-88					9.7	3.19E-02
Ighv4-1					10.4	1.03E-02
Igkv6-25					10.7	7.50E-04
Ighv9-3					10.9	1.18E-02
Slc9a3			9.4	1.07E-02	11.1	8.91E-04
Ighv1-77					21.7	1.91E-02

T cells can be polarized to several phenotypes *in vitro* and *in vivo*. Cytokines, like interferon-gamma (IFN-g, a type 2 IFN), leads to Th1 polarization. Th1-polarized T cells are involved in the immune response during inflammation. Th2 T cells are at the other end of the polarization spectrum and can be induced *in vitro* by cytokines like IL-4 and IL-13. There is evidence for a Th1-type response based on the large number of genes that are regulated by type 1 or type 2 IFNs. 

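In the cecum of mice fed 10% RPS, Mov10 (ENSMUSG00000002227, chromosome 3 of GRCm39, 104702140 to 104725879) had 80.8 ± 24.9 CPM, compared with 33.8 ± 7.67 CPM in mice fed 0% RPS (SD, n = 5 each). Its log2 fold change was 1.26 (SE 0.25, Benjamini-Hochberg adjusted p = 0.0251 by edgeR's quasi-likelihood test). Clec2h (ENSMUSG00000030364, chromosome 6, 128639343 to 128654340) rose from 327 ± 58.7 to 534 ± 111 CPM (SD, n = 5 each), a log2 fold change of 0.71 (SE 0.15, Benjamini-Hochberg adjusted p = 0.0251 by edgeR). For both genes every mouse fed 10% RPS was above every mouse fed 0% RPS, and both stayed past the threshold in 4 of the 10 fits without 1 mouse. Irf7 was past the threshold neither with 10% RPS (log2 fold change 0.79, SE 0.27, Benjamini-Hochberg adjusted p = 0.123 by edgeR) nor with 5% RPS (1.05, Benjamini-Hochberg adjusted p = 0.0870 by edgeR).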

The balance of genes that were differentially regulated by RPS in the cecum favors a Th1-like response. Four (Adcy8, Ly6g6c, Plscr1, Hif1a) and 18 genes (Psmb9, Ifit2, Parp9, Trim34a, Uba7, Irf8, Clec2h, Oas1h, Samd4, Ifit3b, Mx1, Dtx3l, Ifit1bl2, Oas3, Mal, Irf7, Mov10, Ifit1b) regulated by type 1 IFNs were downregulated and upregulated, respectively, by 10% RPS. In addition, five (Psmb9, Parp9, Siglec1, Psmb8, Gvin1) type 2 IFN-induced genes were upregulated by 10% RPS. 

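Of the 18 genes named as upregulated, 17 were tested and Ifit1b was not matched by name. All 17 had higher estimates with 10% RPS, from 0.43 to 1.26 on the log2 scale with a median of 0.64, and 13 had an unadjusted p under 0.05. Those past the threshold were 2, Clec2h and Mov10 (edgeR's quasi-likelihood test). Adjusted by Benjamini-Hochberg over the list alone, 13 had an adjusted p within 0.05, and 10 of them also had a fold change of at least 1.5. The number past the threshold ranged from 0 to 8 when each mouse was left out in turn, and it was 9 with DESeq2's Wald test. Of the 4 genes named as downregulated, all had lower estimates and an unadjusted p under 0.05, and 2 were past the threshold, Ly6g6c (log2 fold change -1.16, Benjamini-Hochberg adjusted p = 0.0348 by edgeR) and Plscr1 (-0.68, Benjamini-Hochberg adjusted p = 0.0410 by edgeR). Reads of Ifit and Oas family members can be shared between them, and Dtx3l neighbors Parp9, so the values of these genes depend on how the authors counted such reads.

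**Figure D3:**
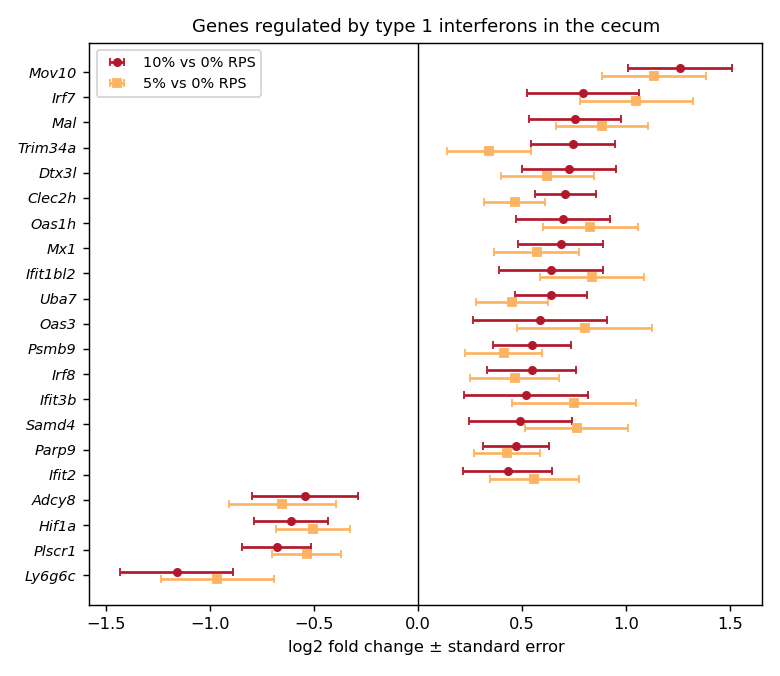
Log2 fold changes (± SE) in the cecum with 10% RPS and with 5% RPS compared with 0% RPS for the 21 tested genes that the paper names as regulated by type 1 IFNs (edgeR, 5 mice per diet). The 17 genes named as upregulated lie above 0 and the 4 named as downregulated lie below 0 at both doses.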

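All 5 genes had higher estimates with 10% RPS and an unadjusted p under 0.05, and 0 were past the threshold (edgeR's quasi-likelihood test). The log2 fold change was 1.19 for Gvin1 (SE 0.41), 0.85 for Psmb8 (SE 0.30), 0.66 for Siglec1 (SE 0.24), 0.55 for Psmb9 (SE 0.19), and 0.47 for Parp9 (SE 0.16). Their Benjamini-Hochberg adjusted p by edgeR lay between 0.113 (Parp9) and 0.138 (Siglec1 and Psmb8). Adjusted over these genes alone, all 5 had an adjusted p within 0.05, and 3 of them also had a fold change of at least 1.5. Gvin1 belongs to a family of near-identical genes, and its count is uncertain for that reason.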

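In the cecum, Pim1 (ENSMUSG00000024014, chromosome 17 of GRCm39, 29709581 to 29715086) had 39.3 ± 4.81 CPM with 0% RPS and 26.2 ± 3.71 CPM with 10% RPS (SD, n = 5 each). With 10% RPS its log2 fold change was -0.58 (SE 0.13, Benjamini-Hochberg adjusted p = 0.0276 by edgeR's quasi-likelihood test), just short of the fold change threshold, and each mouse fed 10% RPS was below each mouse fed 0% RPS. Klrd1 (ENSMUSG00000030165, chromosome 6, 129568677 to 129575738) had 7.28 ± 1.88 and 5.93 ± 1.32 CPM (SD, n = 5 each), a difference within the spread of the mice (log2 fold change -0.30, SE 0.22, Benjamini-Hochberg adjusted p = 0.487 by edgeR).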

Other genes associated with a Th1 response (Klrd1, Pim1) were also upregulated by 10% RPS. This trend is less evident for 5% RPS as three and five genes regulated by type 1 IFNs were downregulated and upregulated, respectively. 

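With 5% RPS, all 17 tested genes named as upregulated had higher estimates, with a median log2 fold change of 0.62. Of these, 0 were past the threshold, and 16 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test). The same 16 had a Benjamini-Hochberg adjusted p within 0.05 when adjusted over the list alone, and 9 of them also had a fold change of at least 1.5. Mov10 had a log2 fold change of 1.13 with 5% RPS (Benjamini-Hochberg adjusted p = 0.0597 by edgeR). The 4 genes named as downregulated had lower estimates with 5% RPS, 0 of them past the threshold and 4 with an unadjusted p under 0.05.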

In the PC, Angptl7 and 2 upregulated genes (Irf7, Mal) by type 1 IFNs were downregulated and upregulated, respectively, by 10% RPS. One type 2-induced (Ido1) and two Th1-associated genes (Ceacam1, Bcl3) were upregulated by 10% RPS. In the DC, seven (Irf1, Rsad2, Cgas, Ifit1bl1, Isg15, Mx1, Oas3) type 1 IFN-induced genes were downregulated and upregulated, respectively, by 10% RPS. Three (Cxcl10, Psmb8, Irf1) type 2-induced and two Th1 associated (Duox2, Bcl3) genes were upregulated by 10% RPS.

There is more consistent evidence of Th2 cell-polarized response based upon a fairly large number of genes that are regulated by RPS and are also regulated by Th2 cytokines, particularly in the PC and DC. Some of these genes and their function are discussed above. In the cecum, only two (Itln1, Muc3a) out of 476 upregulated genes were associated with a Th2 response. 

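In the cecum with 10% RPS, both genes had higher estimates, 0 were past the threshold, and 1, Muc3a, had an unadjusted p under 0.05 (edgeR's quasi-likelihood test). Muc3a (ENSMUSG00000094840, chromosome 5 of GRCm39, 137243270 to 137246852) had 106 ± 16.0 CPM with 0% RPS and 165 ± 36.0 CPM with 10% RPS (SD, n = 5 each). Its log2 fold change was 0.63 (SE 0.18, Benjamini-Hochberg adjusted p = 0.0671 by edgeR), and it was past the threshold with DESeq2's Wald test. Itln1 (ENSMUSG00000038209, chromosome 1, 171345690 to 171368943) was near the lower end of what was counted, with 0.482 ± 0.19 and 0.653 ± 0.257 CPM (SD, n = 5 each), and the difference was within the spread of the mice (log2 fold change 0.42, SE 0.56, Benjamini-Hochberg adjusted p = 0.722 by edgeR).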

In the PC, five (Fut2, Ikzf2, Reg3g, Sprr2a2, St6gal1) out of 76 genes (7%) that were upregulated by 10% RPS were Th2-associated. In the DC, three (Clca1, Muc3a, Slc9a3) out of 136 genes were regulated by 10% RPS. Socs3, a Th2-associated gene (91) and negative regulator of multiple JAK-STAT signaling pathways (92), was highly upregulated by 5% RPS in the DC. The magnitude of fold-change (38.2) was the second highest regulated by any dose of RPS in all three tissues (Supplementary Table 10). 

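In the cecum, Retnlb (ENSMUSG00000022650, chromosome 16 of GRCm39, 48637219 to 48639255) had 209 ± 80.1 CPM in mice fed 0% RPS and 142 ± 34.1 CPM in mice fed 10% RPS (SD, n = 5 each). Compared with 0% RPS, the log2 fold change was -0.56 (SE 0.32, Benjamini-Hochberg adjusted p = 0.338 by edgeR's quasi-likelihood test). The mice of the 2 diets overlapped (two-sided exact permutation test, p = 0.175).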

No genes associated with a Th2-response were downregulated in any tissue by any dose of RPS except for the small downregulation of Retnlb by 10% RPS in the cecum. Even though butyrate has been shown to induce differentiation of colonic Treg cells (93), there was very limited evidence of regulation of any gene associated with a Treg or Th17 response.

Macrophages (Mϕs) represent around 5–15% of the non-parenchymal cell population in almost every tissue. Similar to T cells, Mϕs can be polarized to a pro-inflammatory (M1) or anti-inflammatory (M2) phenotypes *in vitro* by the use of cytokines and microbial or parasitic products. However, the extremes of polarization observed in cell culture are rarely observed *in vivo* (94). In our model where butyrate levels were elevated by increasing dietary RPS (in the cecum and likely in the colon), there was limited evidence that polarized Mϕs contributed to the change in gene expression. Thus, cell type analysis revealed that many changes in gene expression in the three tissues by 5 and 10% RPS could be associated with specific cell types, namely, goblet cells, B cells, and T cells. Regarding T cells, there was evidence for both Th1 and Th2 responses depending on the level of dietary RPS or tissue.

The first line of defense in the colon is the ECs that can sense microbial products and secrete anti-microbial peptides/proteins, including Ang4, Retnlb, Reg3b, and Reg3g (95). Dysbiosis-induced chronic activation of ECs can exacerbate colon inflammation (96). 

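In the cecum, Casp4 (ENSMUSG00000033538, chromosome 9 of GRCm39, 5308828 to 5336783) had 19.8 ± 3.87 CPM with 0% RPS and 39.5 ± 10.1 CPM with 10% RPS (SD, n = 5 each), a log2 fold change of 1.00 (SE 0.19, Benjamini-Hochberg adjusted p = 0.0238 by edgeR's quasi-likelihood test). Every mouse fed 10% RPS was above every mouse fed 0% RPS, and Casp4 was past the threshold in 8 of the 10 fits without 1 mouse. Duox2 (ENSMUSG00000068452, chromosome 2, 122109728 to 122128930) rose from 51.5 ± 31.7 to 204 ± 105 CPM (SD, n = 5 each), a log2 fold change of 1.99 (SE 0.50, Benjamini-Hochberg adjusted p = 0.0487 by edgeR). Its neighbor Duoxa2 (ENSMUSG00000027225, chromosome 2, 122129380 to 122133366) rose from 6.36 ± 4.56 to 41.6 ± 26.1 CPM (SD, n = 5 each), a log2 fold change of 2.72 (SE 0.62, Benjamini-Hochberg adjusted p = 0.0347 by edgeR). In the fits without 1 mouse, Duox2 was past the threshold in 2 of 10 and Duoxa2 in 3 of 10.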

Three additional genes, involved in antibacterial responses, were upregulated in all three tissues (Tables 6–8) by 10% RPS vs. control (Casp4, Duox2, and Duoxa2). Other than these changes, the three tissues had three different gene sets associated with antibacterial responses to RPS. 

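In the cecum, Nos2 (ENSMUSG00000020826, chromosome 11 of GRCm39, 78811613 to 78851080) had 0.792 ± 0.482 CPM with 0% RPS and 4.42 ± 2.73 CPM with 10% RPS (SD, n = 5 each). The log2 fold change was 2.48 (SE 0.55, Benjamini-Hochberg adjusted p = 0.0289 by edgeR's quasi-likelihood test). With 5% RPS it was 1.88 (Benjamini-Hochberg adjusted p = 0.119 by edgeR). Duoxa1 (ENSMUSG00000027224, chromosome 2, 122132672 to 122144217) had 0.249 ± 0.177 and 0.859 ± 0.547 CPM (SD, n = 5 each) with 0% and 10% RPS. Its log2 fold change of 1.82 (SE 0.60) was not past the threshold (Benjamini-Hochberg adjusted p = 0.109 by edgeR). Duoxa1 overlaps Duoxa2 on the opposite strand, so its low count depends on whether strand was used in counting. Among the 4 genes, which include Duox2 and Duoxa2, only Nos2 had every mouse fed 10% RPS above every mouse fed 0% RPS. The two-sided exact permutation p was 0.0159 for Duoxa2, 0.0238 for Duox2, and 0.0317 for Duoxa1.

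**Figure D4:**
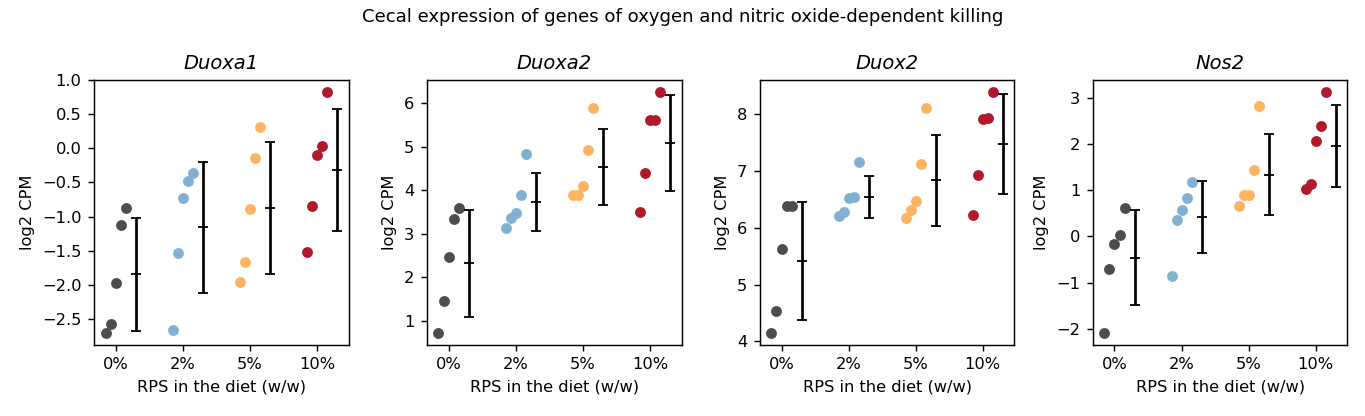
Log2 CPM of Duoxa1, Duoxa2, Duox2, and Nos2 in the cecum of each mouse, by RPS in the diet (%); points are mice and bars are the mean ± SD of 5 mice. Means are higher with 10% than with 0% RPS for all 4 genes, and the mice of these diets overlap for all but Nos2.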

In the cecum, several genes involved in oxygen or nitric oxide-dependent intracellular killing, Duoxa1 (3.9-fold), Duoxa2 (3.9-fold), Duox2 (6.7-fold), and Nos2 (6.5-fold), were the genes that were most upregulated in the 10% RPS group. In the PC, six genes involved in antibacterial responses were upregulated by 5% RPS [Duox2 (2.4-fold), Lpo (1.9-fold), Plac8 (1.5-fold), Reg3a (4.5-fold), Reg3b (26.3-fold), Reg3g (18.6-fold)]. All of these, except Plac8, were upregulated to a lesser degree by 10% RPS. Reg3b has antibacterial activity against Gram-negative Salmonella enteritidis but not Gram-positive *Listeria monocytogenes* (97). In contrast, Reg3g has antibacterial activity against gram-positive bacteria but not Gram-negative *Escherichia coli* (98).

**Table 6:** Selected differential expressed genes in the cecum.

**Response**	**Gene**	**5 vs. 0%**		**10 vs. 0%**	
		**FC**	***p*** **(adj)**	**FC**	***p*** **(adj)**
Antibacterial /antiparasitic	Areg			−2.5	1.17E-02
	Defb37	−2.3	8.73E-02	−2.4	2.94E-02
	Il11			−1.9	3.68E-02
	Retnlb			−1.7	4.07E-02
	Tff3	−1.4	1.04E-02	−1.6	2.38E-05
	Nos3			−1.6	2.72E-02
	Bdkrb2			−1.5	1.15E-02
	Irgm2			1.5	7.59E-03
	Noxa1	1.4	1.58E-04	1.6	7.87E-11
	Tlr2			1.6	4.18E-03
	Atp7a			1.6	2.91E-02
	Casp4	1.7	1.30E-03	2.1	6.33E-08
	Retnla	2.7	2.20E-07	3.3	6.55E-12
	Duoxa1			3.9	1.09E-02
	Duox2	2.7	5.95E-02	3.9	5.69E-04
	Nos2	2.9	3.67E-02	6.5	4.23E-07
	Duoxa2	4.4	1.14E-02	6.7	8.27E-05
Antiviral	Ly6g6c	−1.9	9.73E-03	−2.4	1.78E-05
	Adcy8			−1.7	3.68E-02
	Plscr1	−1.4	5.56E-02	−1.7	6.93E-05
	Hif1a	−1.5	2.58E-02	−1.5	7.59E-03
	Fkbp5			−1.5	3.21E-02
	Wfdc1			1.5	2.19E-02
	Psmb9			1.5	1.56E-02
	Ifit2			1.5	4.50E-02
	Parp9			1.5	4.97E-04
	Trim34a			1.6	3.79E-02
	Uba7			1.6	2.62E-03
	Irf8			1.6	1.84E-02
	Clec2h	1.4	5.15E-02	1.6	6.78E-05
	Oas1h	1.7	1.71E-02	1.7	5.52E-03
	Samd4			1.8	5.96E-03
	Ifit3b			1.8	4.51E-02
	Siglec1			1.8	5.34E-03
	Mx1			1.8	2.89E-05
	Psmb8			1.8	2.85E-02
	Dtx3l			1.9	1.28E-04
	Ifit1bl2			1.9	1.25E-03
	Oas3			2.0	4.80E-03
	Mal	1.6	9.29E-03	2.0	1.97E-06
	Zbp1			2.1	1.62E-02
	Gvin1			2.3	2.91E-02
	Irf7	1.6	2.75E-02	2.3	5.27E-07
	Mov10	1.9	1.72E-04	2.8	3.83E-12
	Ifit1b			3.5	1.25E-02

**Table 7:** Selected differential expressed genes in the proximal colon.

**Response**	**Gene**	**5 vs. 0%**		**10 vs. 0%**	
		**FC**	***p*** **(adj)**	**FC**	***p*** **(adj)**
Antibacterial/antiparasitic	Lpo	1.9	1.25E-05	2.3	2.59E-10
	Duox2	2.4	1.16E-02	2.4	5.18E-03
	Reg3a	4.5	5.66E-03	4.4	3.58E-03
	Reg3g	18.6	4.72E-03	11.0	1.90E-02
	Reg3b	26.3	2.59E-04	16.7	1.37E-03
	Plac8	1.5	1.48E-02		
	Retnlb	1.8	3.18E-02	1.7	1.90E-02
Antiviral	Angptl7			−4.3	2.32E-02
	Ifit1			1.6	4.27E-02
	Zbp1	2.1	2.01E-02	2.1	1.38E-02
	Ido1			2.3	1.24E-03
	Irf7			2.3	1.21E-06
	Mal	3.5	2.59E-04	2.4	1.21E-02
	Trim15	2.6	1.35E-02		

**Table 8:** Selected differential expressed genes in the distal colon.

**Response**	**Gene**	**5 vs. 0%**		**10 vs. 0%**	
		**FC**	**p (adj)**	**FC**	**p (adj)**
Antibacterial/antiparasitic	Duox2			1.9	9.08E-03
	Cxcl10			2.5	1.18E-02
	Pla2g2a			5.3	3.11E-02
	Ang4	1.6	2.44E-02		
	Retnlb	87.8	2.48E-03		
Antiviral response	Sun2			−1.6	3.64E-02
	Nlrp6			1.5	4.50E-02
	Irf1			1.6	4.26E-06
	Rsad2			1.7	3.07E-02
	Oasl2			1.7	3.52E-02
	Cgas			1.7	2.96E-02
	Ifit1bl1			2.0	4.13E-04
	Isg15			2.0	2.24E-02
	Mx1			2.3	3.73E-03
	Oas3			3.2	3.87E-03
	Zbp1	3.5	4.06E-02	3.4	1.68E-02
	Gm5431			3.5	1.25E-03
	Trim15	4.0	2.44E-02		
	Mfsd2a	4.0	2.44E-02		

Genes like Ang4, Reg3a, Reg3b, Reg3g, and Retnlb also play a role in antiparasitic responses (99, 100). In the cecum, three additional genes associated with antiparasitic responses (Areg, Il11, Tff3) were downregulated by 10% RPS, and only one gene was upregulated by 10% RPS. However, in PC, Retnlb was modestly upregulated by 5% (1.8-fold) and 10% RPS (1.7-fold). In contrast, in the DC, Retnlb was highly upregulated (87.8-fold) by 5% RPS. 

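In the cecum, Areg (ENSMUSG00000029378, chromosome 5 of GRCm39, 91287451 to 91296291) fell from 136 ± 43.8 CPM with 0% RPS to 44.1 ± 14.8 CPM with 10% RPS (SD, n = 5 each). With 10% RPS its log2 fold change was -1.63 (SE 0.34, Benjamini-Hochberg adjusted p = 0.0267 by edgeR's quasi-likelihood test), with each mouse fed 10% RPS below each mouse fed 0% RPS. Areg was past the threshold in 4 of the 10 fits without 1 mouse. Il11 was not past it (log2 fold change -0.76, SE 0.31, Benjamini-Hochberg adjusted p = 0.184 by edgeR), nor was Tff3. Mouse 1 on 0% RPS had 8.30 CPM of Il11, compared with 2.07 to 3.39 CPM in the other mice on that diet. With each mouse left out in turn, the log2 fold change of Il11 ranged from -0.90 to -0.20. With all mice, the 3 genes each had an unadjusted p under 0.05.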

In fact, it was the gene that exhibited the highest level of regulation by RPS in all three datasets. In the DC, only one additional gene, Ang4, involved in antiparasitic responses was upregulated at a low level.

In addition to antibacterial and antiparasitic responses, RPS influenced many genes associated with antiviral responses in the three tissues. The balance of genes that were differentially regulated by RPS in the cecum favors an antiviral response as two (Adcy8, Plscr1) and nine (Fkbp5, Wfdc1, Uba7, Irf8, Oas1h, Mx1, Dtx3l, Oas3, and Irf7) genes with demonstrated antiviral activity were downregulated and upregulated, respectively, by 10% RPS. 

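Of the 9 genes named as upregulated, 8 had higher estimates in the cecum with 10% RPS, 7 of them at an unadjusted p under 0.05, and 0 were past the threshold (edgeR's quasi-likelihood test). Fkbp5 had a lower estimate (log2 fold change -0.51, SE 0.19, Benjamini-Hochberg adjusted p = 0.148 by edgeR). The estimated log2 fold change was 0.64 for Uba7, 0.69 for Mx1, 0.73 for Dtx3l, 0.70 for Oas1h, 0.59 for Oas3, 0.55 for Irf8, and 0.40 for Wfdc1. Of these, Uba7 had the lowest Benjamini-Hochberg adjusted p (0.0586 by edgeR). Adjusted over the list of 9 alone, 7 of the genes with higher estimates had an adjusted p within 0.05, and 5 of them also had a fold change of at least 1.5. Adcy8 (log2 fold change -0.54, SE 0.26, Benjamini-Hochberg adjusted p = 0.247 by edgeR) and Plscr1 had lower estimates. From the larger number of antiviral genes called upregulated than downregulated, the paper concludes that the balance of regulated genes in the cecum favors an antiviral response.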

In the PC, four genes (Ifit1, Zbp1, Irf7, and Trim15) with demonstrated antiviral activities were upregulated by 10% RPS. In the DC, one (Sun2) and nine (Irf1, Rsad2, Oasl2, Cgas, Isg15, Mx1, Oas3, Zbp1, and Trim15) genes with demonstrated antiviral activity were downregulated and upregulated, respectively, by 10% RPS.

Other functionally associated classes of genes that are overrepresented in upregulated genes in the 10% RPS group include extracellular matrix/structural proteins. 

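In the cecum, Supplementary Table 5 lists 30 genes of extracellular matrix and remodeling, 26 as upregulated and 4 as downregulated. All 30 were tested and changed with 10% RPS in the listed direction, with a median log2 fold change of 0.67 in that direction. Of these, 26 had an unadjusted p under 0.05 and 5 were past the threshold (edgeR's quasi-likelihood test). The paper drew this list from its own calls on the same experiment, which favors the listed direction and low p-values.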

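In the cecum, Supplementary Table 6 lists 9 genes of carbohydrate, 29 of lipid, 6 of mineral, and 9 of vitamin metabolism or transport. Of the tested genes, 5 of 9 of the carbohydrate class, 9 of 28 of the lipid class, 2 of 6 of the mineral class, and 3 of 9 of the vitamin class were past the threshold with 10% RPS (edgeR's quasi-likelihood test). An unadjusted p under 0.05 was found for 9, 25, 4, and 8 of them, respectively. All tested genes of these classes changed in the listed direction, which the paper's selection of them on the same experiment favors.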

Multiple genes involved in carbohydrate, lipid, mineral, and vitamin metabolism were also regulated by RPS in all three tissues. A full discussion of these genes is beyond the scope of the current manuscript.

Several vitamins are important regulators of mucosal immunity. Chief among these are vitamin A (VA) and vitamin D (VD) which can influence the differentiation of gut epithelial cells, T cells, B cells, and macrophages (101). In the cecum, five genes [Dhrs9 (-2.4-fold), Rbp1 (-1.6-fold), Rbp2 (-2.8-fold), and Rbp7 (-2.8-fold)] involved in VA transport/metabolism were downregulated by 10% RPS group. 

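In the cecum, Dhrs9, Rbp2, and Rbp7 had lower estimates with 10% RPS and an unadjusted p under 0.05, and 2 were past the threshold, Rbp2 and Rbp7 (edgeR's quasi-likelihood test). Rbp2 (ENSMUSG00000032454, chromosome 9 of GRCm39, 98368121 to 98391834) fell from 54.9 ± 10.6 to 23.0 ± 8.16 CPM (SD, n = 5 each). Log2 fold changes were -1.26 (SE 0.21, Benjamini-Hochberg adjusted p = 0.00847 by edgeR) with 10% RPS and -1.24 (Benjamini-Hochberg adjusted p = 0.0297 by edgeR) with 5% RPS. Rbp2 was past the threshold in all 10 fits without 1 mouse. Rbp7 (ENSMUSG00000028996, chromosome 4, 149534116 to 149539437) had a log2 fold change of -1.47 (SE 0.37, Benjamini-Hochberg adjusted p = 0.0434 by edgeR) and was past the threshold in 2 of those fits. Dhrs9 had -0.96 (SE 0.29, Benjamini-Hochberg adjusted p = 0.0803 by edgeR).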

In the PC, 2 genes, Rdh16 (2.0-fold), Rdh9 (3.3-fold), and one gene, Adh1 (-1.6), were up and downregulated, respectively, by 10% RPS. Similarly, in the DC, 2 genes Rdh9 (DC, 3.3), Dhrs9 (DC, 4.2), Cyp2w1 (DC,−2.5) were up and downregulated respectively, by 10% RPS. It is difficult to argue for increased or decreased VA activity based on gene expression in our model because the expression pattern of VA-regulated genes appears to be unrelated to these gene expressions of RPS-influenced genes.

Cyp24a1 was the most downregulated gene in any tissue (-25.8) at any level of RPS (Table 5). 

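In the cecum, Cyp24a1 (ENSMUSG00000038567, chromosome 2 of GRCm39, 170324628 to 170339065) had 26.5 ± 30.7 CPM with 0% RPS, from 7.42 to 80.1 CPM, and 3.48 ± 4.46 CPM with 10% RPS, from 0.0697 to 11.3 CPM (SD, n = 5 each). Its log2 fold change was -2.97 (SE 1.16), and the spread between mice left it short of the threshold (Benjamini-Hochberg adjusted p = 0.178 by edgeR's quasi-likelihood test). A two-sided exact permutation test of this gene alone gave p = 0.0238. With 5% RPS the log2 fold change was -1.39 (Benjamini-Hochberg adjusted p = 0.648 by edgeR). The adjusted p with 10% RPS ranged from 0.0848 to 0.387 over 17 alternative settings of the edgeR and DESeq2 tests.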

Cyp24a1 is induced by vitamin D (VD) and is involved in its catabolism (102). Like the situation with VA described above, it is difficult to argue for increased or decreased VD activity based on gene expressions in our model because aside from Cyp24a1, there were no other VD-induced genes. In addition, increased levels of one VD-induced gene (Alox5) were found in the cecum of animals fed with 10% RPS. 

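Alox5 (ENSMUSG00000025701, chromosome 6 of GRCm39, 116387032 to 116438139) had 2.90 ± 0.707 CPM with 0% RPS and 2.78 ± 0.665 CPM with 10% RPS (SD, n = 5 each). The log2 fold change of -0.06 (SE 0.18) was within the spread of the mice (Benjamini-Hochberg adjusted p = 0.888 by edgeR's quasi-likelihood test), and its sign changed when mouse 1 or 2 on 0% RPS, or mouse 2 on 10% RPS, was left out. With 5% RPS, Alox5 had 3.91 ± 0.374 CPM (SD, n = 5) and a log2 fold change of 0.43 (Benjamini-Hochberg adjusted p = 0.295 by edgeR).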

Three VD-induced genes (Atp2b1, Cldn2, and Tmem37) were upregulated, and one VD-induced gene (Alox5) was downregulated by 10% RPS in the PC. Similarly, three VD-induced genes (Alox5, Cxcl10, and Cd274) were upregulated, and one (Cyp27a1) VD-induced gene was downregulated by 10% RPS in the DC.

These data indicate that RPS has wide-ranging effects on genes involved in immunity and metabolism. 

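In the cecum, Supplementary Table 5 lists 12 genes of the antibacterial response, 5 of the antiparasitic response, and 28 of the antiviral or IFN-induced response. All 12 antibacterial genes changed with 10% RPS in the listed direction, 11 had an unadjusted p under 0.05, and 6 were past the threshold (edgeR's quasi-likelihood test). All 5 antiparasitic genes did so, 4 with an unadjusted p under 0.05 and 2 past the threshold. Of the 27 antiviral or IFN-induced genes that were tested, all changed in the listed direction, 22 had an unadjusted p under 0.05, and 4 were past the threshold. These lists came from the paper's own calls on the same experiment, which favors the listed direction and low p-values.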

The gene expression patterns that we discovered indicate that RPS may prime the immune response to bacteria, helminth parasites, and viruses. To our knowledge, the patterns we found of gene expression in our study are unique. Two other studies had previously shown that type 2 RS results in an increase of a very small number of genes that were regulated by RPS in our study. Rats fed with a 30% HAMS (on a purified chow background diet) only exhibited an increase in four genes (Areg, Asns, Casp4, and Hif1a; microarray/RT-PCR) that overlap with genes induced by RPS in our study (103). Similarly, mice fed with a diet containing 36% HAMS (total type 2 RS 20%) on an HFD background had higher expression of Tlr2 and Nod2 (determined by real-time PCR) in the cecum compared with animals fed with the HFD alone (28). A small number of studies suggest that manipulation of the microbiome by feeding microorganisms or foodstuffs yield similar results to ones described in the current manuscript. In one study, feeding *Lactobacillus delbrueckii* or yogurt to mice led to increased Reg3g expression in the small intestine (104).

The PCA of the gene expression data showed a clear separation of the four dietary groups in the cecum. These dietary groups correlated with a large number of differentially expressed genes in the cecum that was most prevalent in the 10% RPS group. 

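Between pairs of diets in the cecum, diet accounted for 25.5% of the variance of log2 CPM for 10% and 0% RPS (exact permutation test over 252 assignments, one-sided p = 0.0159). After Benjamini-Hochberg adjustment over the 6 pairs of diets the p was 0.0952 in this exact test. The share was 17.2% for 5% and 0% RPS (exact p = 0.0397, adjusted p = 0.119) and 8.09% for 2% and 0% RPS (exact p = 0.810). It was 13.6% for 10% and 5% RPS (exact p = 0.167). On the first principal component, mice fed 10% RPS scored 22.2 ± 21.1 and mice fed 0% RPS -16.9 ± 22.8 (SD, n = 5 each; two-sided exact permutation test, p = 0.0238). Adjusted by Benjamini-Hochberg over the 8 measures compared between these diets, that exact p became 0.127.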

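By edgeR's quasi-likelihood test in the cecum, the genes past the threshold in comparison with 0% RPS numbered 160 with 10% RPS and 30 with 5% RPS. With the fold change requirement removed, 110 genes were higher and 175 lower with 10% RPS, and 16 were higher and 23 lower with 5% RPS. Under DESeq2's Wald test, the tool the paper names, 214 genes were upregulated and 155 downregulated by 10% RPS, and 145 were upregulated and 96 downregulated by 5% RPS. Of the genes past the threshold in the edgeR fit, 83 of the 84 upregulated and 75 of the 76 downregulated by 10% RPS were also called by DESeq2.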

Both the number of differentially expressed genes and the group separation in PCA plots decreased in the PC and DC along with the number of differentially expressed genes. In mice, the cecum is large (105) and is the primary site of fermentation of fibers and RS. Fermentation progressively decreases from the proximal to the distal colon. The tissue-dependent decrease in differentially expressed genes parallels the decrease in fermentation. This is in contrast to humans where the cecum is small (106) and fermentation primarily occurs in the PC. We also noted that most of the differentially expressed genes in tissue were unique and were not shared between tissues, suggesting that RPS induces location-specific changes in gene expression.

There are several limitations to our studies. First, there was no comparison made to the AIN-93 diet. Second, both diets, TWD and AIN-93, and the AIN-76 diets also contain casein as the protein source and cellulose as the fiber source. A second TWD has been developed using whole food ingredients. This reflects typical American intake profiles for major protein, carbohydrate, and fiber sources by employing NHANES dietary surveys (as for the original TWD) in conjunction with commodity intake data. This refinement accounts for varied fiber contents and other bioactives present in whole foods that may contribute to health and disease (31). We intend to use a modified version of this diet in future studies. We recognize that the findings described in the manuscript are derived from a single time course. We are currently conducting shorter- and longer-term studies.

## Conclusion

The results presented here demonstrate that feeding mice with RPS using a basal diet that emulates a typical American diet can have significant effects on both the microbiome and gene expression in the cecum. We found that feeding RPS promoted growth of some but not all genera associated with SCFA production from resistant starches. Factors affecting the selection of certain bacterial genera over others also capable of fermenting resistant starches may be due in part to the basal microbiota composition, but other factors are likely to come into play and further research will be required to elucidate these mechanisms. In addition, we found that RPS feeding significantly impacted host gene expression in the cecum, PC, and DC. The number of differentially expressed genes was highest in the cecum and decreased in the PC and DC where fermentation is reduced. Genes associated with anti-bacterial, anti-viral, and anti-parasite immune responses were upregulated in all three tissues, indicating that RPS be priming the immune system for resistance to infection.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee, USDA/ARS Beltsville Agricultural Research Center.

## Author Contributions

AS and HD conceived and designed this experiment and supervised all experimental works. AS, CC, LC, RW, and HD performed experiments. AS, CC, RW, and HD performed data analysis. AS, CC, and HD drafted the manuscript. AS, CC, RW, KH, and HD helped to revise the manuscript. All authors have read and approved the final manuscript.

## Funding

This work was supported by the USDA ARS Project 8040-53000-021-00D.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

DC: Distal colon
EC: Epithelial cell
HFD: High fat diet
HAMS: high-amylose maize starch
NHANES: National Health and Nutrition Examination Survey
Mϕ: Macrophage
PC: Proximal colon
RS: Resistant starch
RPS: Resistant potato starch
Treg: Regulatory T cell
TWD: Total Western diet
VA: Vitamin A
VD: Vitamin D.

# Supplementary material for: Resistant Potato Starch Alters the Cecal Microbiome and Gene Expression in Mice Fed a Western Diet Based on NHANES Data
**Source:** Front Nutr. 2022 Mar 22;9:782667. doi: 10.3389/fnut.2022.782667
**Supplement:** Supplementary file 11

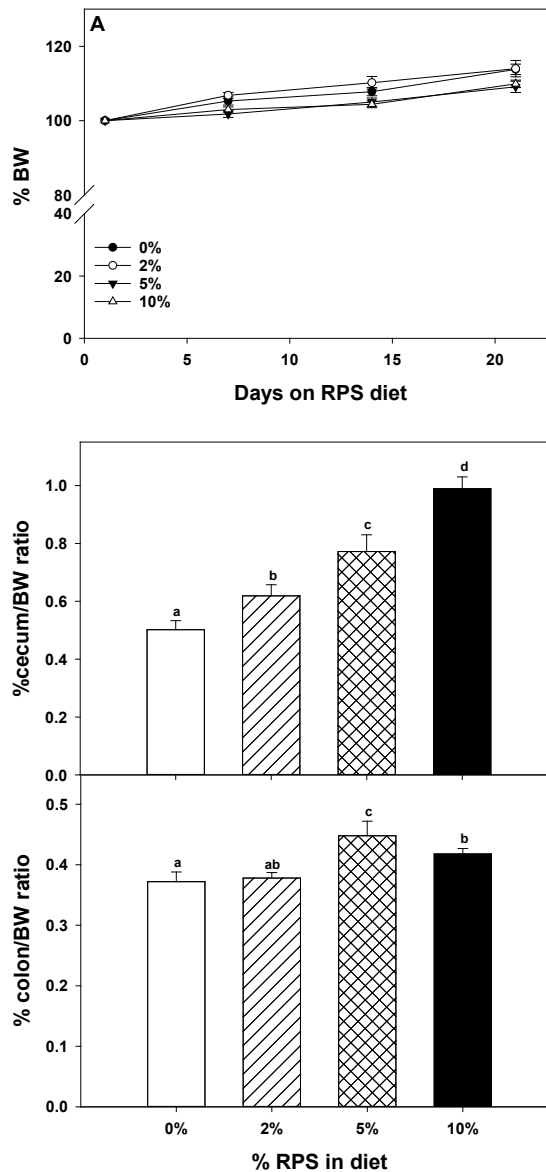

**Figure 1S. Feeding mice RPS increases cecum and colon/BW ratios.**

Mice were fed the basal TWD for 6 weeks. Subsets of mice continued to receive the TWD or were fed the TWD plus 2, 5, or 10% RPS for an additional three weeks. Panel A. Mice were weighed weekly after switching to the RPS containing diets and body weights (BW) are expressed as the %BW normalized to the BW on the day the mice were switched to the RPS diets (100%, Panel A) and are expressed as the Mean $\pm$ SEM, n=9-10. The cecum was removed and weighed and expressed as the % cecum/BW. The terminal 6 cm of colon was excised, fecal pellets removed and weighed. Data is from two replicate experiments and are expressed as Mean  $\pm$  SEM of the % tissue to body weight ratio (1A-cecum, 1B colon), n=16-17mice/group. Groups with different letters are significantly different,  $p < 0.05$ , by ANOVA (Holm-Sidak).

# Supplementary material for: Resistant Potato Starch Alters the Cecal Microbiome and Gene Expression in Mice Fed a Western Diet Based on NHANES Data
**Source:** Front Nutr. 2022 Mar 22;9:782667. doi: 10.3389/fnut.2022.782667
**Supplement:** Supplementary file 12

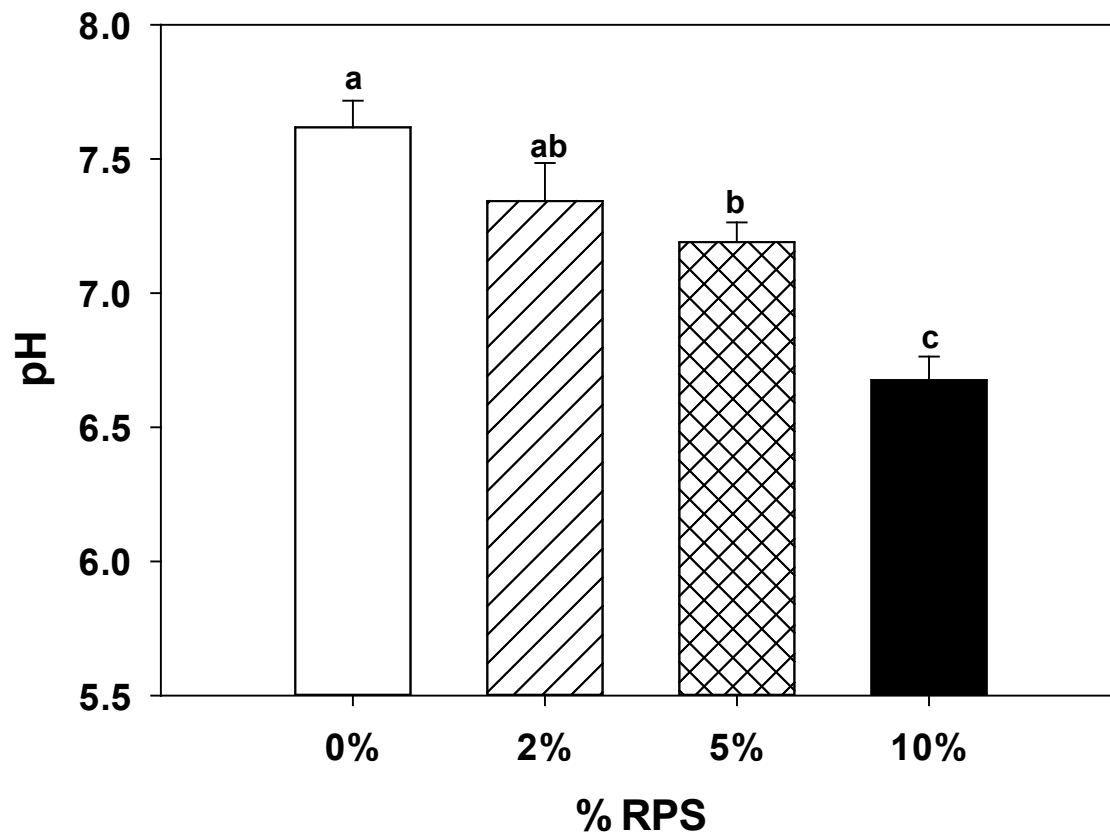

**Figure 2S. Feeding mice RPS decreases fecal pH.**

Fecal pellets were collected from mice fed the TWD or TWD plus 2, 5, or 10% RPS. Pellets were homogenized in 5 (w/v) volumes water, the solid material removed by centrifugation and the pH of the resulting supernatant determined. Data is expressed as Mean  $\pm$  SEM, n=9-10 mice/group. Groups with different letters are significantly different,  $p < 0.05$ , by ANOVA (Holm-Sidak).

# Supplementary material for: Resistant Potato Starch Alters the Cecal Microbiome and Gene Expression in Mice Fed a Western Diet Based on NHANES Data
**Source:** Front Nutr. 2022 Mar 22;9:782667. doi: 10.3389/fnut.2022.782667
**Supplement:** Supplementary file 13

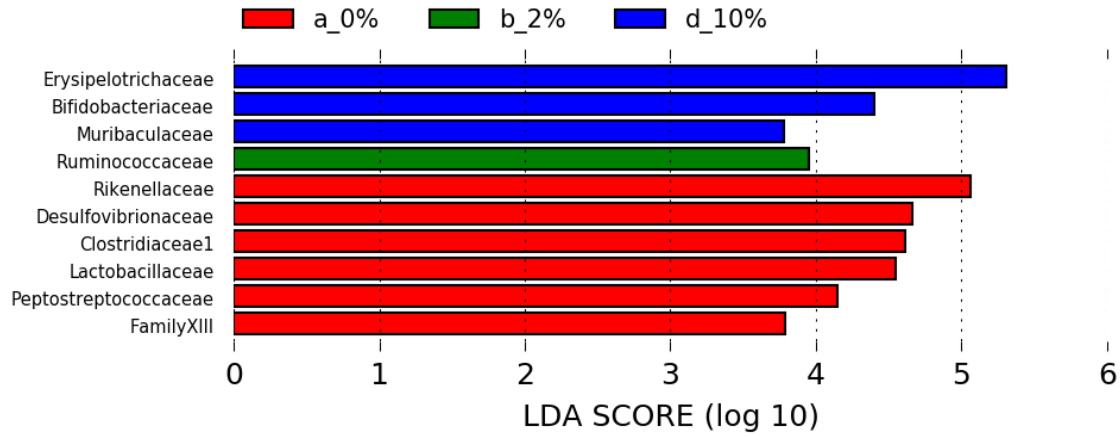

**Figure 3S. LEfSe analysis identifies differentially abundant families as potential biomarkers.** 16S sequencing data from the cecal microbiome of mice fed the TWD or TWD plus 2, 5 or 10% RPS were analyzed by the LEfSe method using Kruskal-Wallis test ( $P < 0.05$ ) with LDA score  $> 2.0$  being considered significant. N=8-9 mice/group.

# Supplementary material for: Resistant Potato Starch Alters the Cecal Microbiome and Gene Expression in Mice Fed a Western Diet Based on NHANES Data
**Source:** Front Nutr. 2022 Mar 22;9:782667. doi: 10.3389/fnut.2022.782667
**Supplement:** Supplementary file 14

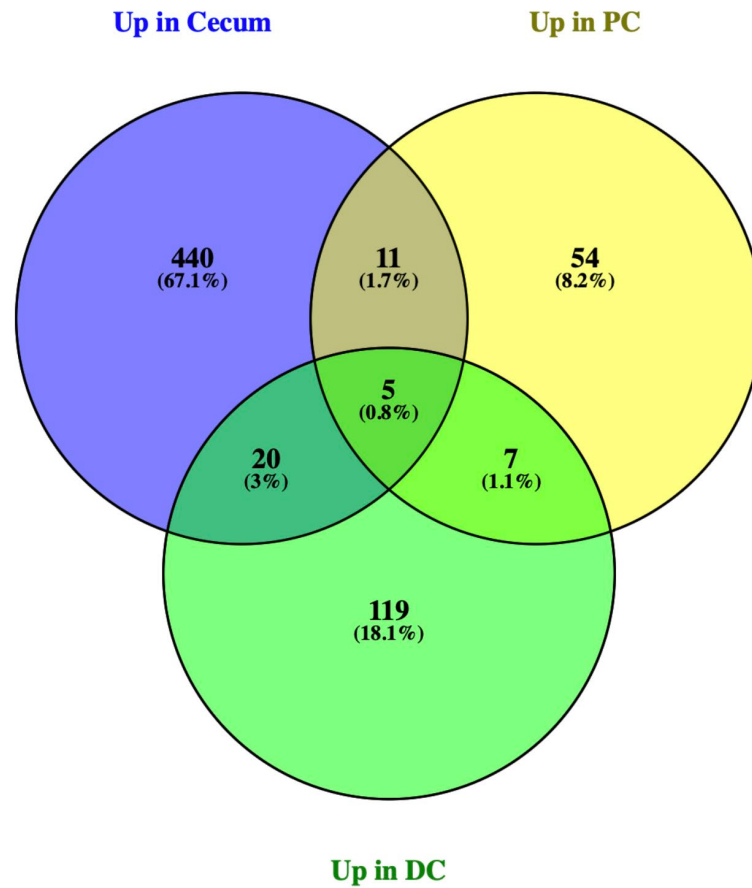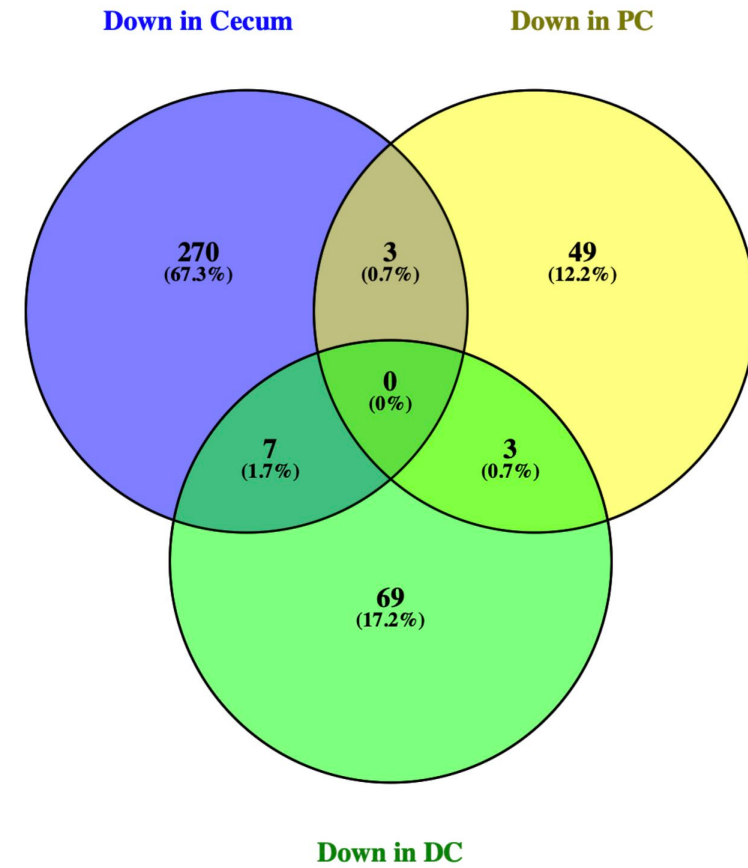

**Figure 4S. Venn Analysis of Genes Commonly Upregulated (A) and Downregulated (B) by 10% RPS in Cecum, Proximal Colon (PC) and Distal Colon (DC).** Differentially expressed genes (up- or downregulated >1.5 fold at a FDR adjusted p value < 0.05) in each tissue in animals fed 10% RPS, were analyzed by Venn analysis using the online tool Venny 2.1 (<https://bioinfogp.cnb.csic.es/tools/venny/>).

How the deposited data were processed for this re-analysis (not part of the article)

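RNA from the cecum of 20 mice, 5 on each of 4 diets (TWD with 0, 2, 5, and 10% RPS), was measured by RNASeq. The authors deposited 1 table of raw read counts per gene and mouse, made by removing low-quality nucleotides and ambiguous reads from single-end reads of stranded poly(A) libraries and by mapping and counting the reads on GRCm39 in the CLC Genomics Workbench. The table holds 19887 genes, of which 1354 have 0 counts in all mice. The annotation release, the treatment of reads that map to several genes, and the strand setting are not named in the paper's text. Reads shared between members of multigene families, or between overlapping genes, could therefore have been divided or left out in ways that change the counts of those genes. Each mouse was assigned to its diet by the sample labels, which give the treatment and the mouse number. In the text the mice of each diet are numbered from 1 to 5 in the order of their mouse numbers. The mouse numbers in the labels differ between diets, so there is no pairing of mice. The PC, the DC, and the microbiome were not analysed here.

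Gene names, coordinates, lengths, and GC content came from GENCODE mouse release 39 on GRCm39, in which 19827 of the gene identifiers were found and 60 were not. Of these genes, 17681 were protein-coding and 227 were immunoglobulin gene segments. Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, and sva 3.50.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. Genes with low counts were removed with edgeR's filterByExpr (minimum count 10, minimum total 15, grouped by diet), which left 15348 genes. Counts were scaled by TMM, dispersions were estimated over all mice, and a quasi-likelihood model with robust empirical Bayes was fitted to the 4 diets. The diets with 10, 5, and 2% RPS were each compared with 0% RPS, and 10% with 5% RPS. A linear trend over the percentage of RPS was fitted in a separate model. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute fold change of at least 1.5 were counted as past the threshold, except for the trend, which had no fold change threshold. Standard errors were obtained from the fold change and the quasi-likelihood F statistic. Values per mouse are CPM scaled by TMM, and log2 CPM was computed with a prior count of 2.

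The share of variance due to diet was the R2 of a PERMANOVA on Euclidean distances of log2 CPM, and the silhouette width was computed on the first 3 principal components. Both were tested by one-sided permutation of the diets, for which the smallest p is 1e-05. Single measures were compared between 10 and 0% RPS by two-sided exact permutation tests over the 252 assignments of 10 mice, in which the smallest p is 0.00794. Correlations across mice were tested with 100000 permutations.

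The models were tested on simulated data before use. Counts of 15348 genes were drawn with the means and library sizes of the 20 mice, and 200 genes were changed. The edgeR model recovered 69 of 100 genes changed 2-fold and 92 of 100 changed 4-fold and called 6 unchanged genes, and DESeq2's Wald test recovered 74 and 96 and called 12. With no gene changed, 4.73% of genes had an edgeR p under 0.05 and 0 genes were called. Each gene was drawn independently of the others, so the simulation lacked variation common to many genes of a mouse. These rates may therefore not hold for the real mice. Among those on 10% and 0% RPS, another split gave as many as 461 genes in one direction.

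Total counts per mouse were between 14967798 and 42687283. At this depth the median tested gene had 514.1 counts per mouse, and 3 counts, taken as the smallest level that can be shown, were 0.20 CPM in the smallest library. These limits cover counting error only, since the reads carry no molecular identifiers.

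The rule for named genes, the designs, and the alternatives were set before the data were examined, except for a pair of covariates named as added. The genes of the B cell score, and the genes that the closing observations name as singled out, were chosen after values were seen. The other genes named in the text are those that the paper names for the cecum in its text, Table 3, or Table 6, and the 10 genes with the largest absolute log2 fold change with 10% RPS among those past the threshold in which every mouse fed 10% RPS lay on one side of every mouse fed 0% RPS. The alternatives were DESeq2's size factors, DESeq2's Wald test with its own filters, no filter on low counts, a minimum of 10 counts in every mouse, the model without robust empirical Bayes, immunoglobulin genes left out, 1 surrogate variable as a covariate, a fit of only the 2 diets compared, a test of the fold change against 1.5 with glmTreat, no fold change threshold, the rank of the dose, and each mouse left out in turn. For the PCA they were DESeq2's size factors, a prior count of 0.5, DESeq2's variance stabilizing transformation, the 500 genes with the highest variance, only genes past the threshold, genes scaled to unit variance, immunoglobulin genes left out, a principal variance component analysis, and each mouse left out in turn. Covariates for a B cell score and for the share of mitochondrial counts were added after seeing the data. Individual results of a few genes are not reported here.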

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

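The tests of library size and of diet for the first principal component, and those of mitochondrial counts, library size, and diet for the second, were chosen only after the result was seen, as were the tests of library size and mitochondrial counts for the fold changes. Over 32 measures and genes, 128 groups of 5 mice were examined for a mouse whose gap to the nearest of the others, divided by the range of the group, was above Dixon's critical value of 0.71. This was so in 14 groups, where chance gives about 6.4, so some of the mice named here are apart by chance alone.

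Mouse 3 on 2% RPS had 0.241% of its counts on immunoglobulin genes, compared with 0.0714 to 0.114% in the other 4 mice on that diet. Its score on the first principal component was 46.2, compared with -36.1 to -15.0 in those mice. Mouse 2 on 10% RPS scored -14.5 on this component, compared with 24.7 to 38.3 in the other 4 mice on 10% RPS. A B cell score, the mean of 10 B cell genes, was -1.46 in mouse 2 on 10% RPS and 2.64 to 3.01 in the others. The B cell genes were chosen after the component was seen, and all 10 are among the 20 genes with the largest positive loadings on it, so the correlation of this score with the component (r = 0.938, rho = 0.938) was fixed by that choice. A candidate explanation is that the cecum samples held different amounts of lymphoid tissue. It was tested with 7 other genes of T cells and lymphoid stroma, listed before their values were seen. Their score rose with the B cell score across the 20 mice (r = 0.954, rho = 0.904, permutation p = 1e-05 for each, the smallest the permutations can give, and 2.5e-05 after Benjamini-Hochberg adjustment over 5 relations). Without the 2 mice farthest from the median, r was 0.949. Library size had little relation to the component (r = -0.232, permutation p = 0.326, adjusted 0.408, and rho = -0.170, permutation p = 0.470, adjusted 0.588). Without the 2 mice farthest from the median total count, r was -0.122. Diet was tested as the biological explanation. The B cell score was 1.96 ± 1.92 with 10% RPS and -0.874 ± 2.16 with 0% RPS (SD, n = 5 each; two-sided exact permutation test, p = 0.0873, 0.206 after Benjamini-Hochberg adjustment over 8 measures), and 4 of 5 mice on 10% RPS were above the median of 0% RPS. The component itself was 22.2 ± 21.1 with 10% RPS and -16.9 ± 22.8 with 0% RPS (SD, n = 5 each; two-sided exact permutation test, p = 0.0238, 0.127 after the same adjustment), with 5 of 5 mice above that median. The component may thus follow how much lymphoid tissue each sample contained. Whether diet changed that amount, or the sampling of the tissue did, cannot be told apart in these mice.

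Mouse 5 on 0% RPS, mouse 3 on 2% RPS, and mouse 4 on 5% RPS stood apart on the second principal component, with scores of -55.2, -30.9, and -35.1. The other mice on their diets scored from -4.55 to 3.99, from 0.707 to 7.68, and from 9.06 to 18.4. Because these 3 mice form a separate cluster, no correlation was computed over all 20 mice. Their shares of mitochondrial counts were 13.0, 13.8, and 15.4%, compared with 9.00 to 11.5% in the other 17 mice. Among those 17 mice, the share of mitochondrial counts had no clear relation to the component (r = 0.345, permutation p = 0.178, adjusted 0.296, and rho = 0.267, permutation p = 0.299, adjusted 0.498). Without the 2 mice farthest from the median share, r was 0.130. The 3 mice apart have the highest shares of all and are not in this test, so it cannot show whether the share is related to what sets them apart. Library size had no clear relation among the 17 mice (r = 0.0241, permutation p = 0.926, and rho = 0.0588, permutation p = 0.823), with r = 0.0868 without the 2 mice farthest from the median. These belong to the same 5 relations. The total counts of the 3 mice, 33638054 to 38064842, lie within the range of the others. Across 15336 genes, which are not independent replicates, the loadings on this component followed GC content (rho = -0.569) and not transcript length (rho = 0.108). A difference in GC bias between libraries may therefore contribute to this component, and the pattern cannot be told apart from it or from the share of mitochondrial counts. Over the 4 diets, the component did not differ by more than permuted diets gave (permutation p = 0.379). Between 10 and 0% RPS it was 10.8 ± 7.28 and -10.6 ± 25.2 (SD, n = 5 each; two-sided exact permutation test, p = 0.0318, 0.127 after Benjamini-Hochberg adjustment over 8 measures), with 4 of 5 mice on 10% RPS above the median of 0% RPS.

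For single genes, mouse 5 on 2% RPS had a Casp4 level of 5.21 log2 CPM, compared with 4.62 to 4.75 in the other mice on its diet, and mouse 5 on 5% RPS had 5.58, compared with 4.83 to 4.87. Mouse 2 on 0% RPS had a Mov10 level of 5.57 log2 CPM, compared with 4.87 to 4.96. Mouse 4 on 5% RPS had 6.35 log2 CPM of Retnlb, compared with 7.31 to 7.66, and 1.57 log2 CPM of Klrd1, compared with 2.59 to 2.91. Mouse 2 on 10% RPS had 0.74 log2 CPM of Alox5, compared with 1.62 to 1.71, and 1.94 log2 CPM of Klrd1, compared with 2.58 to 2.82. Mouse 4 on 5% RPS and mouse 2 on 10% RPS are also the ones apart on the second and on the first principal component. No technical or biological explanation was tested for these single values.

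Among the genes past the threshold with 10% RPS, 8 appear in the part of the paper's table at hand without being called by it or without a value for 10% RPS. They were singled out after their values were seen. The log2 fold change was 0.87 for Cdt1 (Benjamini-Hochberg adjusted p = 0.0328 by edgeR), 0.71 for Nemp2, 0.64 for Lpcat1, 0.60 for Ap3m2, -0.60 for Bdkrb2, -0.66 for Fhdc1, -0.66 for Cyp2c55, and -2.55 for Hephl1. Cdt1, Hephl1, and Nemp2 have no 10% RPS value in that table. Bdkrb2 is listed in the paper's Table 6 as regulated by 10% RPS, with a fold change in Supplementary Table 2 just short of 1.5. Hephl1 had 183 counts in all 20 mice together, so its estimate rests on few reads. For the fold changes as a whole, library size did not differ between 10 and 0% RPS (two-sided exact permutation test, p = 0.659), nor did the share of mitochondrial counts (two-sided exact permutation test, p = 0.706). Across genes, the log2 fold changes had weak relations to transcript length (rho = 0.108) and to GC content (rho = -0.108). These tests leave diet as a possible explanation, and reads shared between genes were not tested for these 8.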

How the results depend on the processing

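Each result was recomputed with 1 choice changed at a time. The cause of a change was not tested unless stated. The counts without another mention stayed within 1.5 times their value under the alternatives not named for them.

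With DESeq2's Wald test in place of edgeR, 10% RPS upregulated 214 genes and downregulated 155 (84 and 76 with edgeR), 5% RPS upregulated 145 and downregulated 96 (15 and 15), and 2% RPS upregulated 1 and downregulated 4 (0 and 0). It placed 18 genes of Table 3 (8), 21 genes of Table 6 (12), and 9 type 1 IFN genes (2) past the threshold, gave 5 immunoglobulin genes among the 10 most upregulated (1), and 710 genes with a trend over dose (170). With 1 surrogate variable as a covariate the numbers were 238 and 159 for 10% RPS, 102 and 68 for 5% RPS, 16 for Table 3, 21 for Table 6, 6 type 1 IFN genes, 3 immunoglobulin genes, and 1042 genes with a trend. Of the 84 genes upregulated by 10% RPS with edgeR, 83 were also called by DESeq2 and 83 with the surrogate variable. With the B cell score as a covariate, which was added after seeing the data, 90 genes were upregulated and 54 downregulated, but only 48 of the 84 and 34 of the 76 were shared.

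When only the 2 diets compared were fitted, 10% RPS upregulated 41 genes, 34 of them shared with the fit of all diets. With 5% RPS, 28 genes were upregulated and 37 downregulated. Table 3 then had 4 genes past the threshold, type 1 IFN genes 1, and the 10 most upregulated genes 0 immunoglobulin genes. When the fold change itself was tested with glmTreat, 0 genes passed for 10% and for 5% RPS in either direction, and with them 0 genes of Table 3, Table 6, the type 1 IFN list, and the immunoglobulin genes, although 2992 and 2038 genes had an unadjusted p under 0.05 in the ordinary test. Without the fold change threshold, 175 genes were lower with 10% RPS and 23 with 5% RPS. The genes downregulated by 5% RPS also numbered 23 without robust empirical Bayes and 23 with immunoglobulin genes left out. With no filter on low counts, 0 immunoglobulin genes were among the 10 most upregulated and 103 genes had a trend. With the dose as a rank, 539 genes had a trend.

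With the share of mitochondrial counts as a covariate, which was added after seeing the data, 10% RPS upregulated 212 genes and 5 type 1 IFN genes passed. Upregulated genes were 52.5% of those past the threshold with 10% RPS, compared with 66.0% under this covariate, 62.5% under the B cell score, and 41.8% when only the 2 diets compared were fitted. With each mouse left out in turn it ranged from 26.5 to 67.7%.

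Across the 10 fits that each left out 1 mouse of the diets compared, the genes upregulated by 10% RPS ranged from 4 to 233 and those downregulated from 10 to 139. With 5% RPS they ranged from 0 to 72 and from 0 to 42. Table 3 genes ranged from 1 to 16, Table 6 genes from 0 to 23, type 1 IFN genes from 0 to 8, and immunoglobulin genes among the 10 most upregulated from 0 to 3. Over the 20 fits of the trend, the count ranged from 0 to 674. The count was 0 for 2% RPS and for 10% against 5% RPS in all of these fits, with 886 and 428 genes at an unadjusted p under 0.05 when all mice were used, where chance gives 767.4.

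The share of variance due to diet was 21.5%. It was 14.3% by principal variance component analysis, 59.4% for genes past the threshold (permutation p = 1e-05, the smallest they can give), 21.3% with a prior count of 0.5, which moved the permutation p from 0.0513 to 0.0490, and 20.0 to 26.7% with each mouse left out. The permutation p then ranged from 0.00469 (without mouse 3 on 2% RPS) to 0.141 (without mouse 3 on 10% RPS), and it was 0.130 with each gene scaled to unit variance. The mean silhouette width was -0.047. It turned to 0.142 for genes past the threshold, which were selected by diet, and ranged from -0.086 to 0.0013 with each mouse left out. Its one-sided permutation p, 0.0356 with all mice, ranged from 0.00751 to 0.130 in those fits.

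For the 91 named genes, 1681 values were recomputed with 10% RPS. Of these, 1415 kept the direction and the side of the threshold, 178 were weaker, 84 were stronger, and 4 reversed. The estimate of Alox5 ranged from -0.14 to 0.086 and that of Ighv1-85 from -2.98 to 2.05 with each mouse left out. On the same side of the threshold under each alternative run for single genes were 34 genes. These alternatives included the glmTreat test, under which 0 genes passed with 10% RPS, so all 34 were genes short of the threshold. Of the 24 genes past the threshold, Olr1, Rbp2, and Stc1 stayed past it without each mouse in turn. Calls near the threshold thus depended on single mice. Genes with few counts, such as Apoa4 (444 counts in all mice together), are limited by depth as well.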

Differences from the paper's values

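The alternatives referred to here were set before the data were examined. In the paper, 476 genes were upregulated and 280 downregulated by 10% RPS in the cecum, and here 84 and 76 were. None of the 20 alternatives came within 1.5 times the paper's counts for either. For 5% RPS the paper gives 99 upregulated and 112 downregulated genes, and here 15 and 15 were found. The upregulated count came close to the paper's with DESeq2's Wald test, with 1 surrogate variable, and without mouse 1 on 5% RPS, and the downregulated count did so with DESeq2's Wald test only. For 2% RPS the paper gives 4 upregulated and 5 downregulated genes, and here 0 and 0 were past the threshold, with 886 genes at an unadjusted p under 0.05. The downregulated count came close with DESeq2's Wald test, and none of the alternatives did so for the upregulated count.

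The paper counts 6 immunoglobulin genes among the 10 most upregulated genes of the cecum, and 1 was found here. Of 18 alternatives, DESeq2's Wald test came close. The paper's share of variance due to treatment is 13%, by a measure that its text does not name, and the PERMANOVA share here is 21.5%. The 2 measures may therefore be unlike. Of 28 alternatives, the principal variance component analysis and the scaling of each gene to unit variance came close.

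Of 125 fold changes stated by the paper, 125 had the same direction here and 114 lay within the spread between mice. Both values come from the same experiment and this spread is wide for variable genes, so the 114 do not measure agreement. Cyp24a1 with 10% RPS, at -25.8 in the paper and -7.81 here, counted as within it. The 11 fold changes beyond the spread follow. Table 3 gives -20.7 for Apoa4 with 10% RPS, and the fold change here was -9.66. It gives -17.0 for Psca (-6.18 here), -5.9 for B3galt5 (-2.84 here), and -5.7 for Il1rn (-2.96 here). For these 4 genes only the fit without mouse 4 on 10% RPS closed the gap. For Olr1 the paper's -5.9 stands against -3.87 here, and the gap closed without mouse 2 or 5 on 0% RPS, or mouse 4 or 5 on 10% RPS. For Ighv1-58 the paper gives 5.6 and the value here was 3.45, which reached the paper's range without mouse 1, 2, or 4 on 0% RPS, or mouse 2 or 4 on 10% RPS. For Ighv2-2 the paper gives 9.8 and the value here was 3.11, and the gap closed without mouse 4 on 0% RPS. For Igkv6-32 the paper gives 6.3 and the value here was 2.37, and none of the alternatives closed the gap. Table 6 gives -2.4 for Defb37 with 10% RPS, and the value here was -1.52, with the gap closed without mouse 5 on 0% RPS, or mouse 2 or 4 on 10% RPS. With 5% RPS it gives -2.3 for Defb37, and the value here was -3.46, with no alternative closing the gap. Supplementary Table 5 gives 3.09998 for Itln1 with 10% RPS, and the value here was 1.34, with no alternative closing the gap.

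The paper states that Pim1 and Klrd1 were upregulated by 10% RPS, and their log2 fold changes here were -0.58 and -0.30, while Supplementary Table 5 also lists both as negative. Fkbp5 is named among upregulated antiviral genes, and its log2 fold change here was -0.51, while the paper's Table 6 also lists it as lower. Alox5 is named as increased in the cecum, and its log2 fold change here was -0.06 (Benjamini-Hochberg adjusted p = 0.888 by edgeR, 0.742 to 0.956 over the alternatives). The text gives Duox2 a larger fold change than Duoxa2, and here Duoxa2 had the larger log2 fold change (2.72, compared with 1.99), which is also the order in Table 6. Duoxa1 is named as upregulated by 10% RPS, and its log2 fold change of 1.82 was not past the threshold here. Cyp24a1 is described as the most downregulated gene. Here its log2 fold change was -2.97, not past the threshold (Benjamini-Hochberg adjusted p = 0.178 by edgeR, 0.0848 to 0.387 over the alternatives), and Apoa4 had a lower one (-3.27). The paper describes the 4 diets as clearly separated by PCA in the cecum, and its Results refer this to the differentially expressed genes. The mean silhouette width of the diets here was -0.047 over all tested genes. Over the genes past the threshold, which were selected by diet, it was 0.142.

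Several genes that the paper calls with 10% RPS were past the threshold only under some alternatives. DESeq2's Wald test called B3galt5, Dhrs9, Dtx3l, Gja5, Hif1a, Ighv1-74, Ighv10-3, Irf7, Krt17, Krt7, Ly6g, Mal, Mfsd2a, Muc3a, Mx1, Oas1h, Pim1, Psca, Scnn1g, Tlr2, Trim34a, and Uba7. The fit with 1 surrogate variable called Abcb11, Alppl2 (ALPG in Table 3), Dhrs9, Duoxa1, Gja5, Gvin1, Hif1a, Ighv10-3, Krt17, Krt7, Mal, Mfsd2a, Muc3a, Mx1, Nos3, Pim1, Scnn1g, Tlr2, Trim34a, and Uba7. The fit of only the 2 diets compared called Hif1a, Krt17, Krt7, and Tlr2. The fit without robust empirical Bayes and the minimum of 10 counts in every mouse called Mfsd2a, and DESeq2's size factors called Pim1. Without mouse 2 on 0% RPS the additional calls were Abcb11, Dtx3l, Mfsd2a, Mx1, Pim1, Psmb9, Trim34a, and Uba7. Without mouse 4 on 10% RPS they were Alppl2, Atp7a, B3galt5, Dtx3l, Gja5, Gvin1, Krt17, Krt7, Mal, Mfsd2a, Muc3a, Mx1, Nos3, Oas1h, Pim1, Psca, Scnn1g, Tff3, Tlr2, Trim34a, and Uba7. Mal was also called without mouse 1 on 0% RPS and Pim1 without mouse 5 on 10% RPS.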

Other observations

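The test of B cell score for the type 1 IFN genes was chosen only after the result was seen. The counts of other splits of the mice were planned.

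The count of genes past the threshold was repeated for 100 of the 126 ways to split the 10 mice of each pair of diets into 2 groups of 5, the real split included. For 10% RPS, 2 of the 100 splits gave as many upregulated genes as the diets did, and 2 gave as many downregulated genes. The median of the other splits was 0 genes, and the largest count in one direction was 461. For 5% RPS the numbers were 2 and 2 of 100, with a median of 0 and a largest count of 87. For 2% RPS and for 10% against 5% RPS, 100 of 100 splits gave at least the 0 genes found, as any split must. The other splits reached at most 5 and 1 genes there, and the real comparisons had 886 and 428 genes at an unadjusted p under 0.05, where chance gives 767.4. Of 100 regroupings of the 20 mice, 2 gave as many genes with a trend over dose, with a largest count of 688. For the lists that the paper drew from RNA of the same experiment, 1 of 100 splits gave as many Table 3 genes past the threshold, 1 as many Table 6 genes, 2 as many type 1 IFN genes, and 1 as many immunoglobulin genes among the 10 most upregulated. Because those lists were chosen on the same diets, these numbers cannot tell how stable the lists are. In each of the comparisons of 10% and 5% RPS with 0% RPS, 1 other split of the same mice gave as many genes as the diets or more. The legends of Figure 1 and Supplementary Figure 1 speak of replicate experiments, but neither the labels nor the paper's text assigns the cecum RNA samples to them, so no batch was set beside these splits.

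The type 1 IFN genes were examined as a hypothesis. If their higher expression with 10% RPS came from more lymphoid tissue in those samples, it would shrink with the B cell score as a covariate. The mean log2 fold change of the 17 genes was 0.66 without the covariate and 0.66 with it, which is 99.3% of the first value. The B cell score thus accounted for little of this mean. This argues against more lymphoid tissue, as far as that score follows it, as the source of the rise in these 17 genes. Effects of lymphoid tissue that the score does not follow were not tested. The number of genes of this list past the threshold went from 2 to 3 under the same covariate. With the share of mitochondrial counts as a covariate, 101% was retained. The genes were taken from the paper's own calls, so their direction was given in advance, and no explanation other than these covariates was tested.

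In the part of the paper's cecum table at hand, which holds 1999 genes, 507 genes are called by the paper for 10% RPS and 143 for 5% RPS. Of the 127 genes of that part that were past the threshold here with 10% RPS, 119 are also called by the paper, and of 24 with 5% RPS, 23 are. Of 501 genes that the paper calls for 10% RPS and that were tested here, 500 had the same direction, 421 had an unadjusted p under 0.05, and 119 were past the threshold. Across these 501 genes, which are not independent replicates, the log2 fold changes of the paper and those computed here had a Pearson correlation of 0.981. The paper selected these genes for fold changes of at least 1.5 in the same experiment, which favors a high correlation and a shared direction.

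Some of the genes with the largest changes with 10% RPS fall outside the rule for named genes and were singled out after their values were seen. Or5b106, an olfactory receptor gene, had the largest increase past the threshold (log2 fold change 4.20). Table 3 lists an olfactory receptor as Olfr1459, a name that was not matched to the count table, and whether it is Or5b106 was not determined. Cfap65 (1.77), Ccl8 (1.66), and Synm (1.61), which the paper's text does not name, were among the 10 most upregulated genes. Dmp1 (-1.75) and Phox2a (-1.72), which it does not name either, were among the 10 most downregulated genes. Olfactory receptor genes belong to a large family, and reads shared between its members were not tested.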
